# Evolution and Genetic Architecture of Chromatin Accessibility and Function in Yeast

**DOI:** 10.1371/journal.pgen.1004427

**Published:** 2014-07-03

**Authors:** Caitlin F. Connelly, Jon Wakefield, Joshua M. Akey

## Abstract

Chromatin accessibility is an important functional genomics phenotype that influences transcription factor binding and gene expression. Genome-scale technologies allow chromatin accessibility to be mapped with high-resolution, facilitating detailed analyses into the genetic architecture and evolution of chromatin structure within and between species. We performed Formaldehyde-Assisted Isolation of Regulatory Elements sequencing (FAIRE-Seq) to map chromatin accessibility in two parental haploid yeast species, *Saccharomyces cerevisiae* and *Saccharomyces paradoxus* and their diploid hybrid. We show that although broad-scale characteristics of the chromatin landscape are well conserved between these species, accessibility is significantly different for 947 regions upstream of genes that are enriched for GO terms such as intracellular transport and protein localization exhibit. We also develop new statistical methods to investigate the genetic architecture of variation in chromatin accessibility between species, and find that *cis* effects are more common and of greater magnitude than *trans* effects. Interestingly, we find that *cis* and *trans* effects at individual genes are often negatively correlated, suggesting widespread compensatory evolution to stabilize levels of chromatin accessibility. Finally, we demonstrate that the relationship between chromatin accessibility and gene expression levels is complex, and a significant proportion of differences in chromatin accessibility might be functionally benign.

## Author Summary

Inside the nucleus of a cell, DNA is associated with proteins to form a complex three-dimensional structure referred to as chromatin. The structure of chromatin influences how accessible specific DNA sequences are to transcription factors, and therefore chromatin accessibility is an important determinant of gene expression. To better understand how patterns of chromatin accessibility change over time, we quantitatively measured levels of chromatin accessibility in two yeast species and their diploid hybrid. We show that significant differences in chromatin accessibility exist between these two species and occur upstream of genes that are enriched for specific biological functions. We also develop new statistical methods to understand the genetics of variation in chromatin accessibility. Finally, we show that the relationship between chromatin accessibility and gene expression is complex, and many of the observed differences in chromatin accessibility between these two species may not influence gene expression levels. Thus, our work highlights the need to develop additional experimental and statistical methods to distinguish between functionally significant and benign changes in chromatin accessibility.

## Introduction

Changes in gene regulation have long been hypothesized to be an important mechanism of evolutionary diversification [1]–[3] and to contribute to phenotypic variation [4]–[7]. An increasing catalog of adaptive regulatory changes has been identified, such as lactase persistence [8], [9] and the effect of the Duffy blood group chemokine receptor on malaria resistance in humans [10], [11] and beak morphology in Darwin's finches [12]. Furthermore, it has also been suggested that a substantial fraction of SNPs associated with human diseases through genome-wide association studies may act through regulatory changes with genes [13], [14].

On a genome-wide scale, molecular studies have uncovered pervasive transcriptional variation within and between species [15]–[20]. A substantial amount of gene expression variation is heritable, and thousands of regulatory QTL have been mapped in numerous organisms [17], [21]–[24]. In general, regulatory variation can act in *cis* or *trans*. *Cis*-acting regulatory QTL influence transcript levels in an allele-specific manner, typically from variation located within or near the gene being studied. In contrast, *trans*-acting regulatory QTL does not result in allelic differences in expression and arises from variation that is usually located at a position distinct from the gene being studied [7]. Although both *cis* and *trans* regulatory variation make important contributions to heritable variation of transcript abundance, *cis*-acting variants are thought to be more numerous, have larger effect sizes, and accumulate at a faster rate between species [21], [25].

Despite the progress in mapping *cis* and *trans*-acting regulatory QTL, the mechanisms they act through are less well understood. Chromatin structure is a fundamentally important determinant of gene regulation, and changes in the position and number of nucleosomes can affect transcript abundance [26]–[29]. New technologies have enabled genome-wide maps of chromatin architecture to be constructed across different cell types [30], [31] individuals [32]–[34] and species [20], [35]. Although these studies have revealed extensive variation in chromatin structure, many outstanding issues remain, including how much of variation in chromatin accessibility is heritable, the relative contributions of *cis* and *trans*-acting regulatory variation to differences in chromatin architecture [32], and how often variation in chromatin structure results in gene expression variation [22], [36].

To address these issues, we describe a genome-wide analysis of chromatin accessibility between two closely related *Saccharomyces sensu stricto* yeast species, *Saccharomyces cerevisiae* and *Saccharomyces paradoxus*, and their hybrid. *S. cerevisiae* is the yeast model species and has been extensively studied. *S. paradoxus* is the most closely related species to *S. cerevisiae*, with an estimated divergence time of 5 million years ago [37]. Chromatin structure in *S. cerevisiae* has been studied previously [38], [39] and across a single genome, open chromatin regions are weakly associated with increased expression [39]. In addition, nucleosome locations have been compared across multiple yeast species, including *S. cerevisiae* and *S. paradoxus*, and *cis* changes, such as anti-nucleosomal sequences and binding sites for general regulatory factors, were found to contribute to differences in nucleosome location [20]. Within species, the genetic architecture of chromatin accessibility has been studied using QTL mapping [34]; however, this has not been addressed between species.

We assessed chromatin accessibility using FAIRE-Seq and found considerable divergence in chromatin structure between *S. cerevisiae* and *S. paradoxus*. Moreover, we developed a novel statistical approach to identify *cis* and *trans*-acting effects on chromatin accessibility in hybrids and found *cis* effects on chromatin structure are more common than *trans* effects, are of greater magnitude, and that the direction of *cis* and *trans* effects are often in opposite directions suggesting compensatory evolution. Finally, we show that the relationship between chromatin structure and transcript levels in *S. cerevisiae* and *S. paradoxus* is complex, and a significant proportion of differences in chromatin accessibility might be functionally benign.

## Results

### Differences in chromatin accessibility within and between species

We first assessed differences in chromatin structure between haploid strains of *S. cerevisiae* and *S. paradoxus*. We generated FAIRE-Seq (Formaldehyde-Assisted Isolation of Regulatory Elements) data [40] for two biological replicates for two strains of *S. cerevisiae* (DBVPG1373, a wine strain, and UWOPS05_217_3, a wild isolate) and one strain of the sister species *S. paradoxus*, CBS432 (see Methods). FAIRE isolates DNA that is not bound to proteins, resulting in increased signal in regions with increased chromatin accessibility. 

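Read counts per nucleosome-free region (NFR), the accessible stretch upstream of a gene, were analyzed for 2 biological replicates each of the haploid strains UWOPS05_217_3, DBVPG1373 and CBS432. The deposited sample labels list CBS432 under S. cerevisiae, and it was treated as S. paradoxus, as in the paper. The authors mapped reads with bwa to the assembly of each S. cerevisiae strain and to a CBS432 reference. They summed counts with samtools across each NFR in the coordinates of the mapped species, leaving out sites called as indels in the alignment of the species. The deposited values were whole numbers with no normalization. A read that covers several sites could have been counted more than once, so the totals are not numbers of reads and do not give the coverage of the genome. Totals over NFRs were 2810904 and 4198250 for the replicates of UWOPS05_217_3, and 3044493 and 2561228 for those of DBVPG1373. CBS432 was counted separately at the sites of each comparison, with totals of 2670382 and 2585794 against UWOPS05_217_3 and 2672215 and 2586290 against DBVPG1373. Treated as independent counts, the sums of replicates differed with a chi-square per degree of freedom of 60.5 in UWOPS05_217_3, 41.1 in CBS432 at the UWOPS05_217_3 sites and 84.6 in DBVPG1373. Multiple counting of reads raises these values by an unknown factor, so errors were taken from the replicates and not from the counts. DESeq, which the Methods name, was not available, and strains were compared with edgeR's quasi-likelihood F-test after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05.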

We sequenced FAIRE DNA samples to approximately 10× coverage using short read sequencing (see Methods). As expected, sequencing reads were enriched in intergenic regions (mean of 2.4× enrichment compared to coding regions).

We first asked which specific areas of the genome have undergone changes in chromatin accessibility between species. We focused on the nucleosome-free region (NFR) found upstream of the transcription start site of many yeast genes because this region is known to harbor important regulatory information; this was also where the dominant FAIRE signal was found in our data [41], (see Figure S1). We computationally identified the nucleosome-free region from the FAIRE data (see Methods) by identifying the peak in FAIRE signal found upstream of each gene and extended the region in either direction until a background level of signal was observed. We then merged NFR calls across the two species (see Methods). We also carried out extensive filtering to eliminate peaks whose differences might be caused by duplications between species or mapping issues (see Methods). 

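The tables listed NFRs by chromosome, start and end in S. cerevisiae coordinates, with no genome build named. Their mean width was 254 bp, their median width was 234 bp, and single NFRs spanned 2 to 1214 bp. At 27 of the 3498 NFRs, no read was counted in any UWOPS05_217_3 or CBS432 library or in their hybrid. The tables held only NFRs that had already passed the authors' filters, so the filters on simulated reads and on genomic DNA could not be repeated. For comparisons with genes, a gene with RNA counts was paired with a single NFR. The NFR had to overlap the 300 bp upstream of the start codon, the window in which the authors searched for peaks. Where several did, the one with its center nearest the start codon was kept. This gave 3641 pairs and left 443 NFRs without a gene, while 573 NFRs had 2 or more. Some of the 443 may lie within 300 bp of a gene that was paired with a nearer NFR.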

In total, we identified 3,498 NFRs that passed our filtering and had an average size of 253 bp.

We first compared one strain of *S. paradoxus*, CBS432, and one strain of *S. cerevisiae*, UWOPS05_217_3. Overall, the locations of NFRs called were well-conserved across species, and on average the location of 42% of NFRs overlapped between the two species. 

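Accessibility was taken as the log2 of the mean count of the 2 replicates plus a pseudocount of 1. Across NFRs, the squared Pearson correlation between UWOPS05_217_3 and CBS432 was 0.784. Between the replicates of a strain it was 0.904 in UWOPS05_217_3 and 0.890 in CBS432. The value moved most, to 0.642, when only NFRs with a mean count of at least 100 were kept. With counts per bp of the NFR it was 0.654, and with each library left out in turn it stayed between 0.756 and 0.773. The count of an NFR may rise with the number of sites counted in it, which the strains may share. Part of these correlations may therefore come from the number of sites, and no value per site was available. The 27 NFRs with no count were kept, except with the limit of 100. No p-value is given, because NFRs are not independent replicates.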

As a complementary analysis, we compared levels of chromatin accessibility in the set of all 3,498 NFRs, and found them to be strongly correlated (R^2^ = 0.68 between species, *p*<2.2×10^−16^) suggesting that broad-scale patterns of accessibility are conserved over time.

Next, we tested each of the 3,498 NFRs for differences in chromatin accessibility between the two parental haploid species, *S. cerevisiae* and *S. paradoxus*, and used the R package DESeq to test for significant differences. 

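Of the 3498 NFRs, 712 (20.4%) differed between UWOPS05_217_3 and CBS432 at an adjusted p under 0.05 in edgeR, and 1138 had an unadjusted p under 0.05. DESeq2, with its own size factors, called 766 NFRs, of which 693 were also called by edgeR. A threshold of 0.01 left 344 NFRs. It was 448 without CBS432 replicate 1, 399 without CBS432 replicate 2, 528 without UWOPS05_217_3 replicate 1 and 455 without UWOPS05_217_3 replicate 2, where the lone remaining library was assumed to vary like the other strain. In simulated counts with 200 NFRs changed by a log2 of 1.5, the same test found 68.5% of the changed NFRs, and 2.84% of its calls were unchanged NFRs.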

We found 947 NFRs showed significant differences in FAIRE signal (FDR = 0.05, Figure 1, see Methods). Furthermore, by analyzing the distribution of *p-*values [42], we estimate that π_0_ (the proportion of NFRs with no differences in chromatin accessibility) is 0.53, suggesting that 47 percent of NFRs are differentially accessible between species. These 947 NFRs were upstream of 1,149 distinct genes and on average resulted in a 2.17-fold difference in FAIRE signal between the two species. 

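Storey's estimate of π0 from the unadjusted p-values of edgeR was 0.605. The p-values of DESeq2 gave 0.538, and a fixed lambda of 0.5 in place of the smoothing spline gave 0.533. With each library left out in turn the estimate lay between 0.627 and 0.715. From π0, the paper proposes that the remaining share of NFRs is differentially accessible between the species.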

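The NFRs called by edgeR lay upstream of 740 of the paired genes. Their mean fold difference was 2.93, their median fold difference was 2.48, and the fold from their mean absolute log2 difference was 2.72. Without CBS432 replicate 1 the mean was 6.52, and without each of the other libraries it was between 3.43 and 3.66.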

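UWOPS05_217_3 was more accessible at 377 (52.9%) of the NFRs called by edgeR and CBS432 at 335. The NFR with the largest difference toward UWOPS05_217_3 lies on chromosome I from 202731 to 203189, next to FLO1, which is not in the RNA tables. Its log2 ratio of UWOPS05_217_3 to CBS432 was 3.79 (standard error 0.54, adjusted p = 4.55e-05 in edgeR, n = 2 per strain), and it remained between 3.23 and 4.20 with each library left out. Between haploids this difference was not shared by DBVPG1373. Its log2 ratio to CBS432 there was -0.13 from mean counts scaled by totals, against 3.69 for UWOPS05_217_3 computed the same way. Between the alleles of the hybrids with CBS432, the log2 ratio was 0.94 toward DBVPG1373 and 2.62 toward UWOPS05_217_3. The NFR of PAH1 on chromosome XIII from 592687 to 592766 followed with a log2 ratio of UWOPS05_217_3 to CBS432 of 3.68 (standard error 0.63, adjusted p = 0.00029 in edgeR). The largest difference toward CBS432 was at the NFR shared by YDR426C and RPN9 on chromosome IV from 1321933 to 1322027, with a log2 ratio of -4.55 (standard error 0.52, adjusted p = 7.26e-06 in edgeR). The NFR of PSY3 on chromosome XII from 873546 to 873621 had a log2 ratio of -3.48 (standard error 0.58, adjusted p = 0.000259 in edgeR). All 4 pairings of a UWOPS05_217_3 with a CBS432 library gave the same direction at each of these NFRs.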

483 of the NFRs showed higher accessibility in UWOPS05_217_3, while 464 NFRs showed higher accessibility in CBS432. We carried out a test for GO enrichment at the genes downstream of differentially accessible peaks and found that several GO biological process terms were enriched compared to the genome as a whole (corrected *p*<0.05), specifically intracellular transport, protein localization, protein transport, and establishment of protein localization [43].

**Figure 1:**
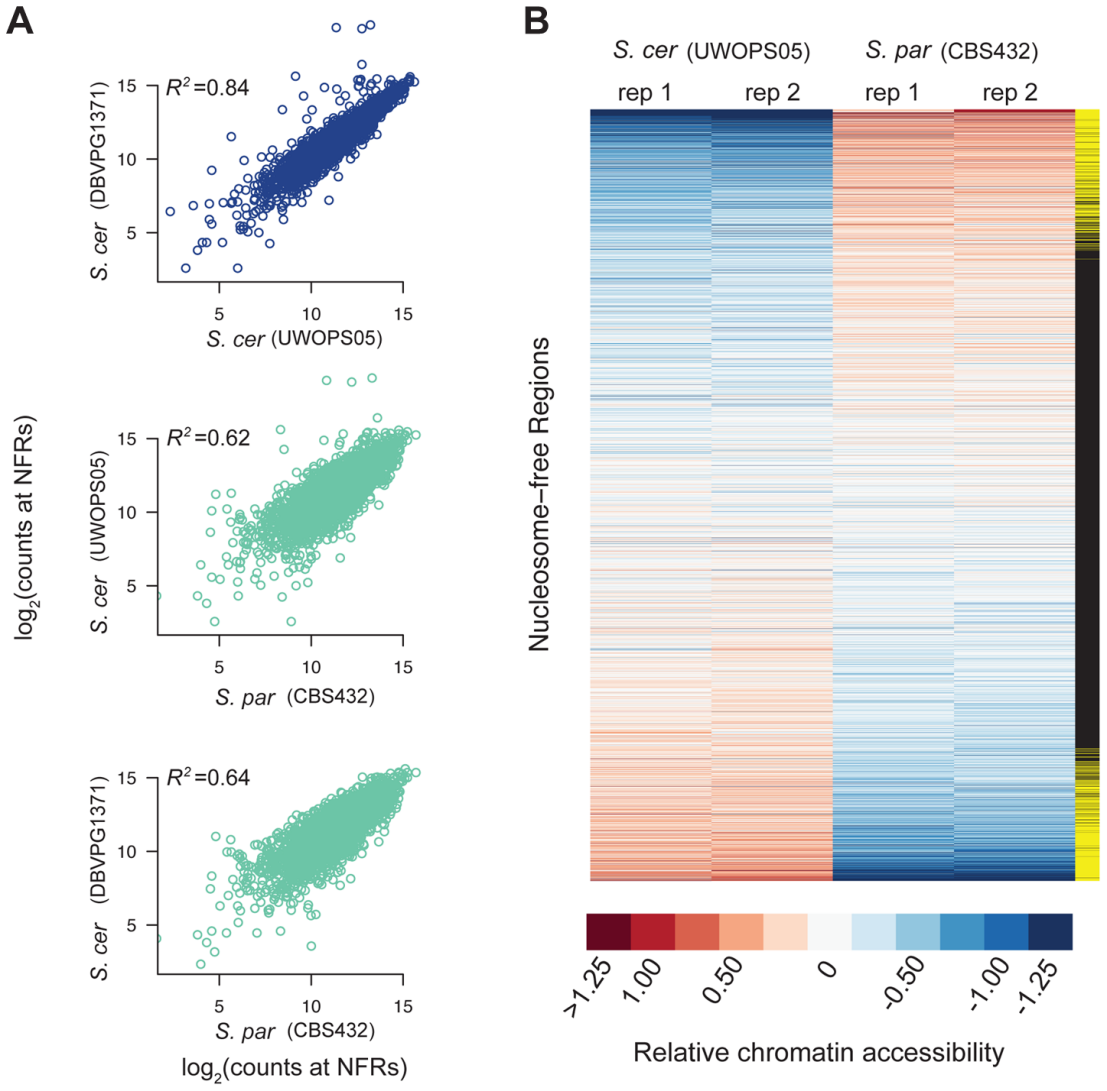
Patterns of chromatin accessibility within and between *S. cerevisiae* and *S. paradoxus*. A. Scatterplots of relative chromatin accessibility between *S. cerevisiae* strains DBVPG1373 and UWOPS05_217_3 (top), *S. cerevisiae* strain UWOPS05_217_3 and *S. paradoxus* strain CBS432 (middle), and *S. cerevisiae* strain DBVPG1373 and *S. paradoxus* strain CBS432 (bottom). Note, comparisons within and between species are shown as blue and light green, respectively. B. Heatmap representation of chromatin accessibility at all NFRs in *S. cerevisiae* strain UWOPS05_217_3 versus *S. paradoxus* strain CBS432. Each row is a NFR, and columns are the two biological replicates of *S. cerevisiae* strain UWOPS05_217_3 and *S. paradoxus* strain CBS432. Rows are sorted by average difference in signal at NFRs between *S. cerevisiae* and *S. paradoxus*. The far right column indicates if the difference in chromatin accessibility between species is significant (yellow rectangles).

To assess the robustness of these results, we also generated FAIRE-Seq data for a second strain of *S. cerevisiae* (DBVPG1373, a wine strain). Divergence at synonymous sites between these species is estimated to be 0.29 [37]. 

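For DBVPG1373, the same log2 counts gave an R² of 0.906 with UWOPS05_217_3 and 0.758 with CBS432. The mean over both S. cerevisiae strains against CBS432 was 0.771. The replicates of DBVPG1373 had an R² of 0.844 with each other. Among NFRs with a mean count of at least 100, R² was 0.858 between the S. cerevisiae strains and 0.609 between DBVPG1373 and CBS432. The number of sites may enter these values too.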

Levels of chromatin accessibility in NFRs were highly similar between the two *S. cerevisiae* strains (Figure 1; R^2^ = 0.84; *p*<2.2×10^−16^), and of similar magnitude between species (Figure 1; mean R^2^ = 0.63; *p*<2.2×10^−16^). Similarly, of the 947 NFRs that showed differential accessibility between UWOPS05_217_3 and CBS432, 515 were also significantly different between DBVPG1373 and CBS432. Thus, patterns of chromatin accessibility are highly reproducible between genetically diverse strains of *S. cerevisiae* and *S. paradoxus*.

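Between DBVPG1373 and CBS432, edgeR called 288 NFRs at an adjusted p under 0.05, with 895 at an unadjusted p under 0.05, and DESeq2 called 474. Of the 288 NFRs, 251 were also called between UWOPS05_217_3 and CBS432, and 249 of these had the same direction. They were 87.2% of the DBVPG1373 list and 35.3% of the UWOPS05_217_3 list. Across all NFRs, the log2 ratios of the strains to CBS432 had a Pearson correlation of 0.778. Since both comparisons use the same CBS432 libraries, the overlap was set against 20 simulations with no difference between strains, in which lists of the observed sizes shared 121 NFRs on average and 132 at most, and the log2 ratios had a mean correlation of 0.503. Those simulations took replicates of different strains as independent, while replicates of the same number deviated together, with correlations of 0.515 between the S. cerevisiae strains, 0.179 between UWOPS05_217_3 and CBS432 and 0.275 between DBVPG1373 and CBS432. In 20 simulations with these correlations, added after the data had been seen, the lists shared 174 NFRs on average and 189 at most, and the log2 ratios had a mean correlation of 0.685 and a highest of 0.705. With the replicate number as a block, edgeR called 736 NFRs between DBVPG1373 and CBS432 and 1010 between UWOPS05_217_3 and CBS432. These blocked lists shared 569 NFRs, against at most 439 in simulations with the same correlations, list sizes and no difference. Neither the labels nor the paper say that a replicate number marks a shared batch. Without the block, independent lists of the observed sizes would share 58.6 NFRs. The DBVPG1373 list changed with single libraries, to 639 NFRs without DBVPG1373 replicate 1, 479 without DBVPG1373 replicate 2, 80 without CBS432 replicate 1 and 119 without CBS432 replicate 2. The overlap was 75 NFRs without CBS432 replicate 1 and 100 without CBS432 replicate 2, and between 198 and 368 without each of the other libraries.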

### Genetic architecture of chromatin differences

To better understand the genetic architecture of the widespread differences in chromatin accessibility observed between *S. cerevisiae* and *S. paradoxus*, we developed novel statistical tests for the presence of *cis* and *trans* effects (see Methods; Figure 2). Simulations showed that these tests had high power and maintained correct false positive rates over a range of parameters (see Methods; Table S1). Briefly, we tested for allele-specific chromatin accessibility within the hybrid to identify *cis* effects and tested for differences between the ratio of chromatin accessibility in the two parental species and the ratio of chromatin accessibility observed in the hybrid to identify *trans* effects (Figure 2). 

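FAIRE counts of the diploid hybrid of UWOPS05_217_3 and CBS432 came from 2 biological replicates. The authors mapped the hybrid reads to a single FASTA holding both genomes and counted the reads of each allele. The counts of the S. cerevisiae allele totaled 1644236 and 1429044, and those of the S. paradoxus allele 1540883 and 1339393. A cis effect was the log2 ratio of the S. cerevisiae to the S. paradoxus allele in the hybrid, tested in edgeR with the hybrid library as a block and the same library size for both alleles. A trans effect was the parental log2 ratio of UWOPS05_217_3 to CBS432 minus the hybrid log2 ratio, tested in edgeR as an interaction with parents scaled by their totals and the replicate number as a block. The paper fitted a Bayesian binomial model with a random effect per replicate in INLA, which was not installed. That model was run as an alternative by numerical integration with INLA's default prior on the precision of the random effects, since the text calls its priors relatively flat without numbers. It counts an NFR as having an effect where the 95% posterior interval leaves out 0, with no adjustment for the number of NFRs.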

Over 99% of all NFRs identified in the parental strains contained one or more variants (median = 32) and could therefore be assessed for *cis* and *trans* effects. 

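In the UWOPS05_217_3-CBS432 hybrid, edgeR called a cis effect at 866 of 3498 NFRs (24.8%), with the S. cerevisiae allele more accessible at 527 and the S. paradoxus allele at 339. With TMM scaling of the alleles the numbers were 433 and 405 of 838, so the lean toward the S. cerevisiae allele depended on the scaling. DESeq2 called 626 NFRs. A trans effect was called at 2 NFRs by edgeR and at 3 by DESeq2, and 149 NFRs had an unadjusted p under 0.05 in edgeR, where 174.9 would be expected by chance. The number of trans effects was 12 without hybrid replicate 1 or replicate 1 of either parent, 8 without CBS432 replicate 2, 7 without UWOPS05_217_3 replicate 2 and 5 without hybrid replicate 2. The mixed binomial model called a cis effect at 2208 NFRs and a trans effect at 893. The binomial model with no random effect called a cis effect at 2729 NFRs, and the mixed model with a flat prior, added after the data had been seen, called a cis effect at 1 NFR and a trans effect at 4. In counts simulated with no effect and with the observed spread between replicates, the mixed binomial model with its default prior called a cis effect at 1375 NFRs and a trans effect at 911. With the flat prior it called 0 and 6 there. For cis effects on RNA, the flat prior called 3 genes, against 3425 in edgeR. It rarely calls any effect with 2 replicates, so its low counts do not show that effects are absent. In simulations with 200 NFRs changed by a log2 of 1.5, edgeR found 57.5% of cis and 34% of trans changes, so most trans changes of this size were missed. Smaller changes were not simulated. The largest cis effect toward the S. cerevisiae allele among NFRs with a mean count of at least 100 was at the NFR of YPC1 on chromosome II from 595796 to 596025, with a log2 ratio of 3.30 (standard error 0.35, adjusted p = 2.69e-17 in edgeR). Toward the S. paradoxus allele it was at the NFR of YDR426C and RPN9, with a log2 ratio of -3.70 (standard error 0.57, adjusted p = 9.19e-09 in edgeR). At both NFRs with a trans effect, the ratio of S. cerevisiae to S. paradoxus was lower between the parents than between the alleles of the hybrid, and neither NFR had a paired gene. At chromosome XII from 36430 to 36682 the trans effect was -2.75 (standard error 0.38, adjusted p = 0.00628 in edgeR), with counts of 302 and 534 in UWOPS05_217_3 and 1350 and 1325 in CBS432. The hybrid libraries there had 311 and 894 counts of the S. cerevisiae allele and 241 and 489 of the S. paradoxus allele. At chromosome VII from 20536 to 20815, an NFR next to ZRT1 that was chosen after its values were seen, the trans effect was -2.42 (standard error 0.38, adjusted p = 0.0157 in edgeR).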

We identified 2,256 NFRs showing a significant *cis* effect (posterior probability >0.95, see Figure 3A) and 1,020 NFRs showing a significant *trans* effect (posterior probability >0.95, see Figure 3B). Interestingly, 782 NFRs showed both significant *cis* and significant *trans* effects. 

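In edgeR, 1 NFR had both a cis and a trans effect, the one on chromosome VII next to ZRT1, with a cis effect of 0.78 (standard error 0.28, adjusted p = 0.0285 in edgeR). DESeq2 gave 0 such NFRs, and 80 passed an unadjusted p under 0.05 for both effects in edgeR. Under the mixed binomial model there were 681. The count was 6 without hybrid replicate 1, 3 without hybrid replicate 2 or replicate 1 of either parent, and 2 without replicate 2 of either parent.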

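Among NFRs called by edgeR, the mean fold was 2.82 for the 866 cis effects and 6.02 for the 2 trans effects, averages that cannot be set against each other, since the test found 57.5% of simulated cis and 34% of simulated trans changes of 1.5 on the log2 scale and only large trans effects pass it. The mean trans fold was 212.3 without hybrid replicate 2, 50.2 without hybrid replicate 1, 12.7 without UWOPS05_217_3 replicate 2 and 11.5 without CBS432 replicate 2. Over all 3498 NFRs, with no selection by a test, the mean fold was 1.74 for cis and 1.38 for trans effects, with a difference in mean absolute log2 effect of 0.24 (two-sided permutation test, p = 1e-05, the smallest the permutations can give). Spread between replicates enters both averages. When the size of the effects was taken from the covariance of the 2 replicates, which the spread does not enter, the standard deviation was 0.74 on the log2 scale for cis effects and 0 for trans effects.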

*Cis* effects were both more numerous as well as of greater magnitude on average compared to *trans* effects (1.8 and 1.6-fold difference in chromatin accessibility for *cis* and *trans* effects, respectively; Mann Whitney test, *p*<2.2×10^−16^, Figure 3C). Strikingly, we found that *cis* and *trans* effects were negatively correlated (r = −0.32, *p*<1×10^−16^), which suggests a widespread role for compensatory evolution to stabilize chromatin structure (Figure 3D).

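Across the 3498 NFRs, the Pearson correlation of cis and trans log2 effects was -0.324 (two-sided permutation test, p = 1e-05, the smallest the permutations can give, n = 3498 NFRs, which are not independent replicates). The hybrid log2 ratio enters the cis effect with a positive sign and the trans effect with a negative sign. Within single replicates, r was -0.420 in replicate 1 and -0.579 in replicate 2. When the cis effect was taken from one hybrid library and the trans effect from the other, r was 0.027 and 0.059, positive in both directions (two-sided permutation test, p = 0.108 and p = 0.00033), with a mean of 0.043 (two-sided permutation test, p = 0.00096). The trans effects of the replicates had a correlation of -0.014 with each other, while the hybrid ratios of the replicates had a correlation of 0.601. When single libraries were left out, r lay between -0.604 and -0.204, the lowest without hybrid replicate 1 and the highest, -0.204, without replicate 1 of UWOPS05_217_3 or CBS432. From the negative correlation the paper proposes a widespread role for compensatory evolution that stabilizes chromatin structure.

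**Figure D1:**
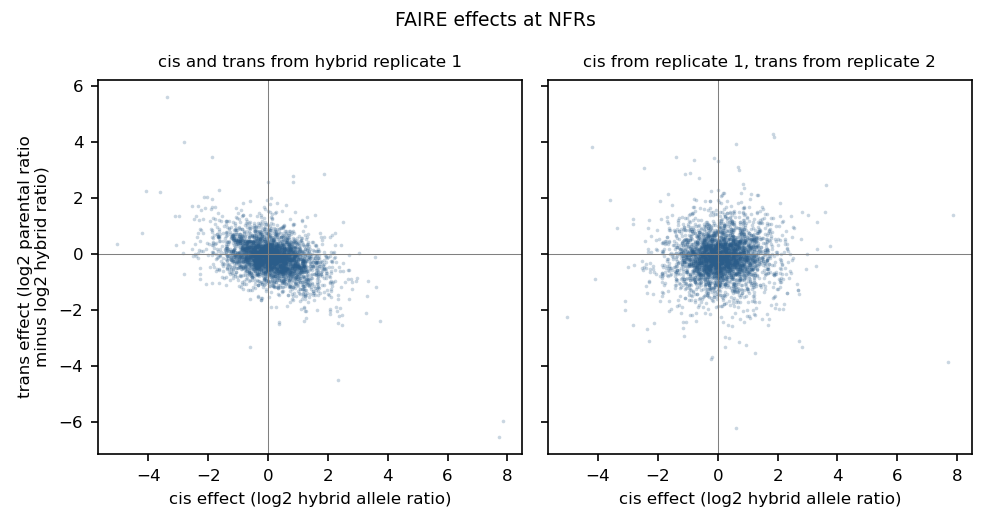
Trans effect (log2 parental ratio minus log2 hybrid ratio) against cis effect (log2 ratio of the S. cerevisiae to the S. paradoxus allele in the hybrid) at 3498 NFRs, 1 point per NFR. Both effects come from replicate 1 on the left (r = -0.420), and the cis effect from hybrid replicate 1 and the trans effect from replicate 2 on the right, where the slope seen on the left is absent.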

**Figure 2:**
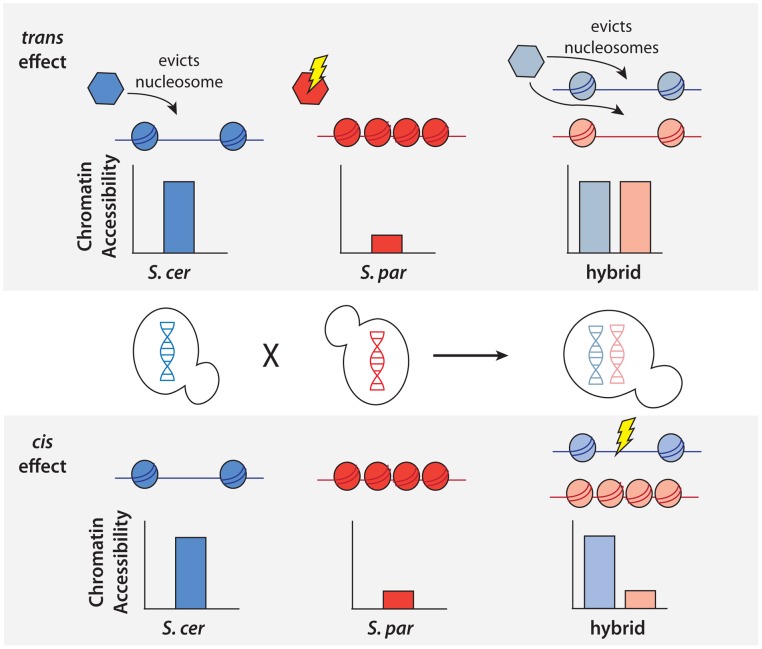
Schematic of approach to detect *cis* and *trans* effects on chromatin accessibility. Top, an example of a NFR showing only a *trans* effect on chromatin accessibility. A *trans* effect is detected as a case where there is a difference in chromatin accessibility between the two parental haploid species, but there is no difference in chromatin accessibility between the two alleles in the hybrid. As shown above, this could be explained by a case where a nucleosome remodeler (shown as a hexagon) acts to evict nucleosomes and increase accessibility in *S. cerevisiae*, but a mutation in *S. paradoxus* has rendered it inactive and it is unable to evict the nucleosomes. In the diploid hybrid, the chromatin remodeler from *S. cerevisiae* is able to evict nucleosomes from both the *S. cerevisiae* and *S. paradoxus* chromosomes. Bottom, an example of a NFR showing only a *cis* effect on chromatin accessibility. A *cis* effect is detected as a difference between the accessibility detected between the two alleles in the diploid, and the lack of a *trans* effect is shown by the same difference being detected between the parental species. In this case, there has been a mutation at the NFR on the *S. cerevisiae* allele, leading to a difference in the number of nucleosomes binding in the region.

**Figure 3:**
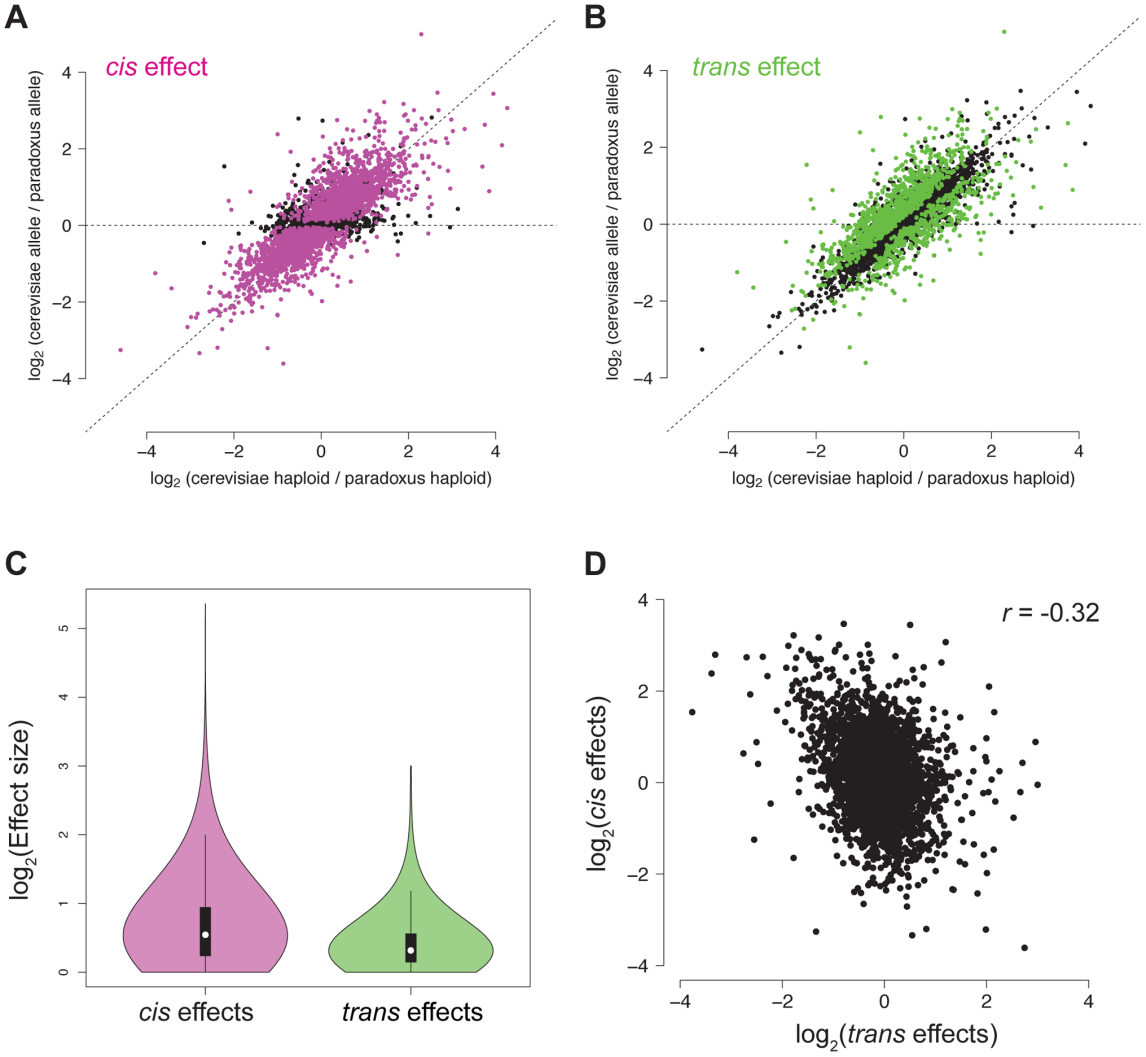
*Cis* and *trans* effects on chromatin accessibility. A. For each NFR, the relative chromatin accessibility in the haploid is plotted versus the relative chromatin accessibility in the diploid. NFRs with a significant *cis* effect are shown in pink. B. Reproduction of the plot from (A), but NFRs with a significant *trans* effect are shown in green. C. Violin plot showing the effect size distribution of *cis* and *trans* effects. D. Scatter plot of relative *cis* and *trans* effect sizes. Positive effects indicate higher accessibility in *S. cerevisiae* and negative effects indicate higher accessibility in *S. paradoxus*.

### Disrupted motifs are associated with *cis* effects

To test the hypothesis that *cis*-acting chromatin QTL result from variation in regulatory motifs, we identified motifs independently in the two species and computationally inferred whether sequence differences abrogated motif usage. Specifically, we define disrupted motifs as those that were called in only one of the two species (see Methods). Disrupted motifs were strongly enriched in NFRs with significant *cis*-acting chromatin QTL (*p* = 2.4×10^−7^). We also found that overall nucleotide divergence was higher at NFRs with significant *cis* effects compared to regions without significant *cis* effects (Mann Whitney test, *p* = 3.48×10^−6^). Note, this observation parallels previous findings that polymorphism is higher for genes that show significant allele-specific expression in *S. cerevisiae* hybrids [44].

We next asked if any of the 106 motifs were overrepresented for being disrupted in the set of significant *cis*-acting chromatin QTL. We found two overrepresented motifs, *GCN4* and *GZF3* (FDR = 0.10; Figure 4A). *GCN4* is an activator of amino acid biosynthetic genes, which itself is a tightly regulated pathway [45]. *GZF3* is a negative regulator of nitrogen catabolic gene expression [46]. While it is not immediately clear why disruption of these two genes is associated with changes in chromatin structure, it is interesting that both play an important role in metabolism, which is a highly regulated process.

**Figure 4:**
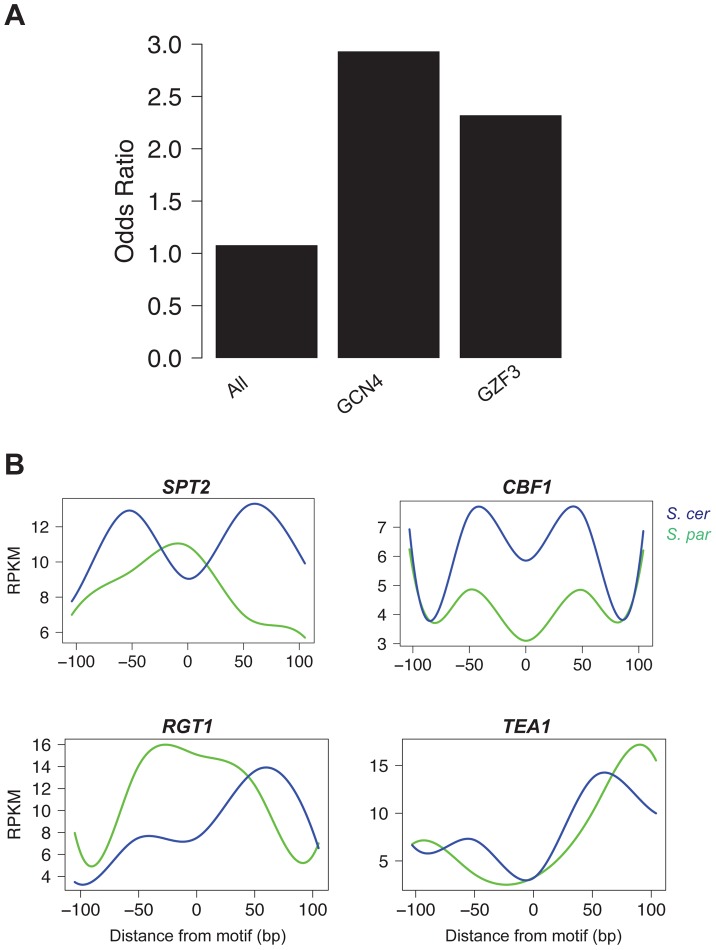
Motifs contributing to *cis* and *trans* effects. A. The odds ratio of observing a disrupted motif compared to a non-disrupted motif in NFRs with a significant *cis* effect. Odds ratios are shown for all motifs, as well as the two individual motifs (*GCN4* and *GZF3*) that were found to be significant by permutations (FDR = 0.10). B. Pattern of accessibility for four motifs found within *trans* effect NFRs that vary between *S. cerevisiae* and *S. paradoxus*.

### Differential footprints for certain DNA binding factors found at *trans* effects loci

To identify factors contributing to *trans* effects, we searched for cases where there was no disruption to the motif but the occupancy of the site changed between species. Such patterns could result from mutations that either alter the binding specificity of a *trans*-acting regulatory protein or change its regulation. We used the FAIRE data surrounding each motif to determine occupancy, analogous to a DNase I footprint [39]. We then tested whether there was a significant difference in the pattern of occupancy between species by fitting splines to the mean occupancy across conserved sites in *trans* regions and testing whether the splines were significantly different in a 100 bp window surrounding the motif using bootstrapping (see Methods). We identified four motifs whose pattern of occupancy had significantly (*p*<0.05) changed between species (Figure 4B). *SPT2*, a transcription factor that interacts with histones and the SWI/SNF complex, showed a clear footprint in *S. paradoxus*, but nearly the opposite pattern in *S. cerevisiae*, implying decreased occupancy in *S. cerevisiae* at these *trans* regions. Similarly, *TEA1*, a Ty enhancer activator, and *RGT1*, a glucose-responsive transcription factor, showed increased occupancy in *S. paradoxus*. Conversely, *CBF1*, a centromere binding factor also involved in stress response, showed higher FAIRE signals in *S. paradoxus* than *S. cerevisiae*, implying increased occupancy in *S. cerevisiae*.

### Effects on gene expression

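RNA counts per gene were analyzed for 2 biological replicates each of UWOPS05_217_3, CBS432 and their hybrid, the haploid RNA coming from the cultures used for FAIRE. The tables listed 4995 genes, all with a mean count of at least 10, and held whole-number counts summed by the authors across each gene without normalization. Totals were 78357206 and 94744784 for UWOPS05_217_3 and 51389633 and 106845771 for CBS432. In the hybrid replicates, the S. cerevisiae allele had 54578576 and 36188856 counts and the S. paradoxus allele 54971715 and 36531177. The squared Pearson correlation of log2 counts between replicates was 0.983 to 0.985. Cis and trans effects were computed and tested as for FAIRE. RNA tables of the cross of DBVPG1373 with CBS432 were not used, because 1890 of their 5066 genes had the same value in all 8 tables.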

To examine the relationship between differences in chromatin accessibility and transcriptional divergence between *S. cerevisiae* and *S. paradoxus*, we performed RNA-Seq on the haploid parents and interspecific hybrid and tested for the *cis* and *trans* effects on gene expression values. 

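For RNA, edgeR called a cis effect at 3425 of 4995 genes, with 3516 genes at an unadjusted p under 0.05, and a trans effect at 1295 genes (25.9%), with 1972 at an unadjusted p under 0.05. DESeq2 called 3042 genes for cis and 1357 for trans. The mixed binomial model called 4060 and 2779, and in RNA counts simulated with no effect and the observed spread between replicates it called 1453 cis and 1076 trans effects. Leaving out single libraries gave between 561 and 1777 trans calls, with 618 without hybrid replicate 1 and 561 without hybrid replicate 2. Among genes with a mean count of at least 100, the largest cis effect toward S. cerevisiae was at REC114 (YMR133W), with a log2 ratio of 5.50 (standard error 0.23, adjusted p = 2.45e-55 in edgeR). Toward S. paradoxus it was at YFR054C, with -5.61 (standard error 0.15, adjusted p = 2.69e-83 in edgeR). The largest trans effects were 3.66 at NEJ1 (YLR265C; standard error 0.18, adjusted p = 2.62e-06 in edgeR) and -7.04 at YLL053C (standard error 0.26, adjusted p = 4.36e-07 in edgeR). YLL053C lies on chromosome XII from 35503 to 35961, 469 bp from the NFR with the largest trans effect on FAIRE. NEJ1 had counts of 12571 and 12641 in UWOPS05_217_3 and 463 and 194 for that allele in the hybrid. For CBS432 they were 2531 and 5595, against 1799 and 994 in the hybrid. For RNA as for FAIRE, the parents were haploid and the hybrid diploid, so trans effects were not separated from effects of ploidy on the ratio.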

Out of the 4,899 genes that could be aligned between species, 4,181 exhibited significant *cis* effects and 3,117 showed significant *trans* effects. Overall, *cis* and *trans* effects on gene expression levels were smaller than those on chromatin accessibility, (Spearman rank-sum test, *p*<2.2×10^−16^ for both *cis* and *trans* effects, Figure 5A).

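The median absolute log2 cis effect was 0.51 over NFRs and 0.30 over genes, a difference of 0.21 (two-sided permutation test, p = 1e-05, the smallest the permutations can give). For trans effects the medians were 0.31 over NFRs and 0.23 over genes, a difference of 0.083 (two-sided permutation test, p = 1e-05), which was 0.142 to 0.158 without any of the FAIRE libraries of UWOPS05_217_3 and CBS432 and 0.192 without hybrid FAIRE replicate 1. FAIRE replicates varied more than RNA replicates, with a standard deviation between hybrid replicates of 0.47 on the log2 scale for FAIRE and 0.10 for RNA. The standard deviation of effects from the covariance of the replicates, which this spread does not enter, was 0.74 for FAIRE and 0.66 for RNA for cis effects, a difference of 0.085 (95% bootstrap interval 0.039 to 0.131). For trans effects it was 0 for FAIRE and 0.43 for RNA, the opposite direction to the medians.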

**Figure 5:**
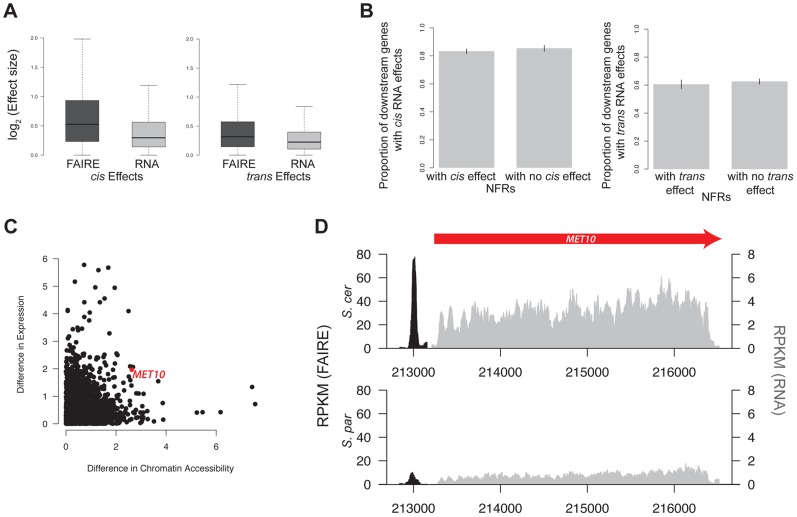
Gene expression and chromatin accessibility. A. Boxplot of log_2_(effect size) of both *cis* and *trans* effects for FAIRE (dark grey) and RNA (light grey). B. Barplot of the percentage of genes with significant *cis* effects in RNA that are downstream of NFRs with and without *cis* effects (left). Barplot of the percentage of genes with significant *trans* effects in RNA that are downstream of NFRs with and without *trans* effects (right). C. Scatterplot of the log_2_(absolute value of the difference in chromatin accessibility between the two species) vs log_2_(absolute value of the difference in expression between the two species. The red dot indicates data from the *MET10* gene, whose FAIRE-Seq and RNA data are shown in panel D. For clarity, the FAIRE-Seq data is only shown in a 100 bp window on either side of the NFR. FAIRE signal is shown in black, and RNA signal is shown in grey.

We next tested whether genes with a significant *cis* or *trans* effect in chromatin were more likely to have a significant *cis* or *trans* effect in transcript abundance. Specifically, we divided genes into categories of those downstream of an NFR with a *cis* effect on chromatin versus those downstream of an NFR without a *cis* effect on chromatin. We then compared the percentage of genes showing *cis* effects on RNA in these two categories. Surprisingly, we did not find evidence that *cis* or *trans* effects in NFRs were more likely to be upstream of *cis* or *trans* effects on RNA, as would be expected if there was a simple correspondence between *cis* and *trans* effects in NFRs and RNA (see Figure 5B, Table S2). This was true even when using varying cutoffs for the *cis* and *trans* effects, including ones that took into account the magnitude of effect sizes (Table S2).

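Over the 3641 pairs of an NFR and a downstream gene, genes with a cis effect on RNA made up 66.6% of those downstream of an NFR with a cis effect and 69.7% of the others in edgeR (odds ratio 0.866, Fisher's exact test, two-sided, p = 0.0867). With effects above 1 on the log2 scale required at both the NFR and the gene, the odds ratio was 1.02 (Fisher's exact test, two-sided, p = 0.874). With each NFR counted once, it was 0.834 (Fisher's exact test, two-sided, p = 0.0491), and under the mixed binomial model 0.819 (Fisher's exact test, two-sided, p = 0.0267), below 1 in both. For trans effects edgeR gave no value with all libraries, since neither NFR with a trans effect had a paired gene. Leaving out FAIRE libraries gave odds ratios of 2.01 without UWOPS05_217_3 replicate 1, 1.88 without its replicate 2, 1.41 and 2.11 without CBS432 replicates 1 and 2, and 0.80 and 2.81 without hybrid replicates 1 and 2, from 1 to 5 pairs with both effects (Fisher's exact test, two-sided, lowest p = 0.320). Under the mixed binomial model, genes with a trans effect on RNA made up 54.1% of those downstream of an NFR with a trans effect and 56.1% of the others (odds ratio 0.921, Fisher's exact test, two-sided, p = 0.296). The direction was tested as well: of 589 pairs with a cis effect called at both, 272 (46.2%, Wilson 95% interval 42.2% to 50.2%) had the same direction. The paper reasons that a simple correspondence would have made effects on RNA more frequent downstream of NFRs with effects.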

The relationship of *cis* and *trans* effects observed in gene expression and chromatin structure may be complicated by differences in statistical power. For example, 85% of all genes show significant *cis* effects on RNA. Thus, even if *cis* effects in NFRs are not more likely to be found upstream of *cis* effects on RNA, they could still contribute to gene expression variation between *S. cerevisiae* and *S. paradoxus*. To this end, we assessed whether expression differences between species could be modeled as a function of the *cis* and *trans* effects found upstream of each gene. Specifically, we fit the simple linear model: expression difference = Intercept + *cis* effect + *trans* effect + *cis* * *trans* effect + error, using the lm function in R. We found that both *cis* effects and *trans* effects on chromatin were significantly related to expression differences between species (*p* = 0.002, *p* = 4.18×10^−5^ respectively) though they explained a very small proportion of the total variance in expression between species (0.8% combined). 

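In edgeR, the share of the 4995 genes with a cis effect on RNA was 68.6%. It was 60.9% in DESeq2 and 81.3% under the mixed binomial model. In simulated RNA counts with 200 genes changed by a log2 of 1.5, edgeR found 99% of cis changes, against the lower share found for FAIRE, and 7.04% of its calls were unchanged genes.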

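Fitted over 3641 pairs with effects on the log2 scale, the model explained 0.554% of the variance of the parental RNA log2 ratio (permutation test, p = 0.00226). The slope was 0.041 for the cis effect (two-sided permutation test, p = 0.00811) and 0.10 for the trans effect (two-sided permutation test, p = 8e-05). Trans effects on FAIRE had a correlation of -0.014 between replicates, so most of their spread over all NFRs was not reproducible. The parental FAIRE ratio enters the trans effect, and the haploid RNA came from the same cultures. Deviations of a culture shared by FAIRE and RNA may therefore give such a slope, which was not tested. The trans slope was 0.056 without UWOPS05_217_3 or CBS432 FAIRE replicate 2, and 0.059 without hybrid FAIRE replicate 1. It was 0.065 without UWOPS05_217_3 or CBS432 FAIRE replicate 1, and between 0.091 and 0.106 without each other library left out. The variance explained moved most, to 1.06%, among 3400 pairs with mean counts of at least 100 at the NFR and the gene. It was 0.352% without UWOPS05_217_3 or CBS432 FAIRE replicate 2, and between 0.373% and 0.566% without each of the other libraries.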

The interaction term of *cis* and *trans* effects was not significant (*p*>0.05). 

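The interaction of cis and trans effects had a slope of 0.0097 (two-sided permutation test, p = 0.498).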

The motif for GZF3, which is significantly overrepresented in *cis* NFRs, was overrepresented in *cis* NFRs upstream of genes with *cis* effects on RNA.

Finally, we found no significant correlation between the magnitude of differences in chromatin accessibility and differences in gene expression between the parental species (Spearman rank-sum test, *p* = 0.11, Figure 5C). However, for a subset of NFRs, differences in chromatin accessibility and gene expression do appear to be highly correlated. 

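Across the 3641 pairs, the absolute parental log2 ratios of FAIRE and RNA had a Spearman rho of 0.019 (two-sided permutation test, p = 0.257), across pairs that are not independent replicates. Without CBS432 FAIRE replicate 2 it was -0.0024 (two-sided permutation test, p = 0.883). Signed log2 ratios in place of magnitudes gave a rho of 0.034 (two-sided permutation test, p = 0.0435).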

To identify these regions, we compared the log_2_(*S. paradoxus*/*S. cerevisiae*) for NFRs and gene expression at downstream genes and identified those whose absolute value of the difference between the two ratios was less than 0.25. 

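The log2 ratios of an NFR and its downstream gene lay within 0.25 of each other in 766 of 3641 pairs (21.0%), which included 728 NFRs. When the genes were paired with the NFRs at random 10000 times, 751.0 pairs lay within 0.25 on average and 707 to 795 in the central 95%, and as many as observed were reached in a share of 0.258 of the pairings. MET10 (YFR030W) lies on chromosome VI from 213312 to 216419, with its NFR from 212939 to 213057. At its NFR, the parental log2 ratio of UWOPS05_217_3 to CBS432 was 2.72 (standard error 0.32, adjusted p = 7.36e-06 in edgeR), and its RNA had a parental log2 ratio of 1.98 (standard error 0.14, adjusted p = 3.23e-05 in edgeR). From the mean counts of the replicates scaled by total counts, the ratios of the NFR and the RNA were 0.69 apart on the log2 scale, and between 0.42 and 0.96 apart with each library left out, so this pair was not among the 766. In CPM, the NFR had 448 ± 118 (SD, n = 2) in UWOPS05_217_3 and 68.9 ± 12.2 (SD, n = 2) in CBS432, and the RNA had 344 ± 59.0 (SD, n = 2) and 86.3 ± 14.6 (SD, n = 2). In the hybrid, the MET10 NFR had a cis effect of 2.76 (standard error 0.40, adjusted p = 6.80e-10 in edgeR), with 2.06 and 3.56 in the replicates, and a trans effect of -0.06 (standard error 0.49, adjusted p = 1 in edgeR) that was -0.89 without hybrid replicate 1, 0.62 without hybrid replicate 2, 0.029 without CBS432 replicate 2 and 0.019 without UWOPS05_217_3 replicate 2. MET10 RNA had a cis effect of -0.29 (standard error 0.06, adjusted p = 6.03e-06 in edgeR) and a trans effect of 2.28 (standard error 0.09, adjusted p = 4.36e-07 in edgeR), so its parental RNA difference was not present between the alleles of the hybrid. Without the library as a block, the RNA cis effect of MET10 was -0.29 with an adjusted p of 0.164 in edgeR.

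**Figure D2:**
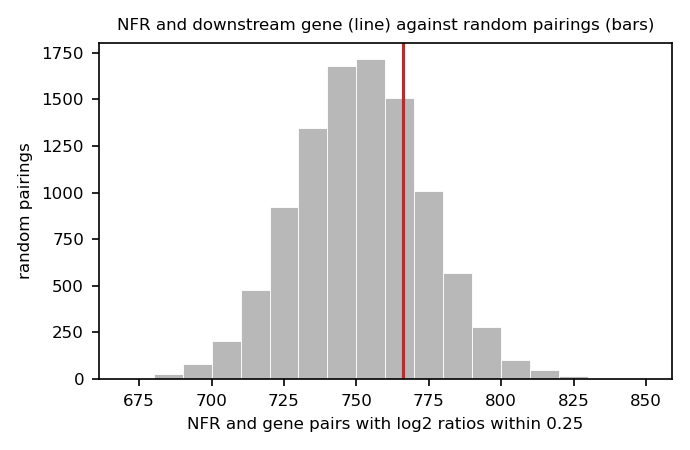
Number of random pairings (bars, 10000 in all) by the number of NFR and gene pairs with log2 ratios within 0.25. The vertical line marks the 766 pairs observed with the actual downstream genes, inside the spread of the random pairings.

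**Figure D3:**
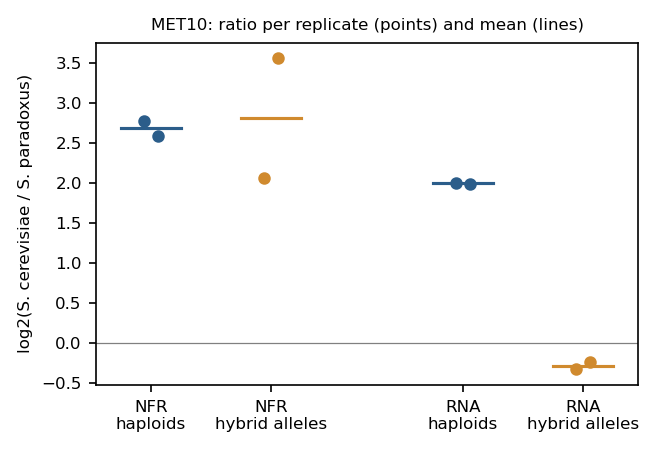
Log2 ratio of S. cerevisiae to S. paradoxus at the MET10 NFR (FAIRE) and for MET10 RNA, in the haploid parents and between the hybrid alleles. Points are the 2 replicates and lines their means. The ratio of RNA between the hybrid alleles lies below 0, unlike the other groups.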

We identified 701 such regions; one example is shown in Figure 5D.

## Discussion

The ability to assay chromatin accessibility at high-resolution and on a genome-wide scale has enabled comprehensive insights into the structure and function of chromatin in many cell types, developmental stages, and organisms. Here, we were particularly interested in the evolutionary dynamics of changes in chromatin accessibility between two closely related yeast species. Broad-scale patterns of chromatin accessibility have been well conserved between *S. cerevisiae* and *S. paradoxus* (Figure 1), but superimposed on this background of conservation, we estimate that nearly 50% of NFRs exhibit differential accessibility.

To better understand the relative contributions of *cis* and *trans* effects on differences in chromatin accessibility observed between *S. cerevisiae* and *S. paradoxus*, we developed novel statistical methods to analyze FAIRE-Seq data from diploid hybrids. Similar to previous findings on RNA levels [17], [21], [22], [25], differences in chromatin accessibility are caused by changes both in *cis* and in *trans.* In our data, *cis* effects were of greater magnitude and were more abundant. Recently, Lee et al. performed a study similar to ours and assessed *cis* and *trans* effects on chromatin structure in a cross between two strains of *S. cerevisiae* [34]. In contrast to our observations, they found that *trans* QTL were more pervasive than *cis* QTL (92.1% of associations versus 7.9% of associations) [34]. We hypothesize that these disparate observations are primarily the consequence of differences in the evolutionary trajectory of chromatin accessibility QTL in within versus between species data. In particular, *trans*-acting chromatin QTL are likely to be subject to more intense purifying selection due to their potential pleiotropic effects, and tend to be eliminated over longer time periods [47]. This hypothesis is consistent with findings for expression QTL studies, which showed that *trans*-eQTL were more common within species and *cis*-eQTL were more common between species [22], [23]. Consistent with this hypothesis, we found that *cis* and *trans* effects were significantly negatively correlated, indicating that chromatin accessibility in each species is subject to stabilizing selection and perturbations of chromatin structure are, on average, deleterious.

We estimated *cis* and *trans* effects for both chromatin accessibility and gene expression levels. Unexpectedly, the presence of *cis* or *trans* effects on chromatin accessibility in NFRs was not significantly associated with *cis* or *trans* effects on RNA. In other words, gene expression levels with significant *cis* or *trans* effects were not more likely to have an NFR with significant *cis* or *trans* effects on chromatin accessibility. Thus, it appears that many of the changes in chromatin accessibility in NFRs between *S. cerevisiae* and *S. paradoxus* do not necessarily have transcriptional consequences. One factor that may contribute to this observation is that compensatory changes downstream of chromatin accessibility, such as mutations that influence mRNA stability, may evolve to maintain levels of gene expression. In addition, many changes in chromatin accessibility may simply be functionally benign.

Furthermore, an important caveat is that our data was obtained from a single environmental condition, and it is plausible that stronger correlations between chromatin and gene expression QTL may exist when analyzing data from either a different environment or across multiple environments. Nonetheless, the lack of a clear relationship between chromatin and gene expression QTL in our data is interesting in light of recent observations from the ENCODE Project [48] that have found a large proportion of the human genome has reproducible biochemical activity. Our results suggest caution in assuming all, or perhaps even most, of such sequences are functionally important.

## Materials and Methods

### Strain growth, FAIRE, and RNA-Seq

65 ml of each of 2 biological replicates of the *S. paradoxus* strain CBS432 and the two *S. cerevisiae* strains DBVPG1373 and UWOPS05_217_3 were grown to mid-log phase. 15 ml were used for RNA-seq and 50 ml were used for FAIRE. We performed FAIRE as described in Simon et al. [40], with some modification. The cells were fixed with 1% formaldehyde for 35 minutes with mixing. Cells were sonicated using the Fisher Scientific Sonic Dismembrator Model 100 for three cycles of 15 one-second bursts with 1 second rest in between, keeping the cells on ice for at least 30 seconds between cycles. The remainder of the protocol was followed as in Simon et al. [40]. RNA isolation was performed using the hot phenol protocol [49], and RNA was treated with Turbo DNAse before library construction.

### Library construction and sequencing

Libraries were constructed for the FAIRE samples using the Illumina TruSeq DNA kit, starting with approximately 200 ng FAIRE DNA, following their standard kit protocol but omitting the fragmentation step. RNA libraries were prepared using the Illumina TruSeq RNA kit, following their standard protocol. Libraries were pooled into two lanes, one for the FAIRE samples and one for the RNA samples, and were sequenced on the HiSeq 2000. Raw sequence data and processed files are available at the GEO database with accession number GSE55717.

### Read mapping

Reads were mapped to genomes assembled in Skelly et al. [50] for the *S. cerevisiae* haploid samples using bwa and samtools [51], [52]. For the *S. paradoxus* strain CBS432, we used the last updated reference version from the SGRP [53]. For the diploid samples, we mapped to a combined FASTA containing both genomes. We tested whether mapping to each genome separately for the diploid samples resulted in increased mapping; it did not. For the diploid samples, we generated simulated reads and mapped to the combined FASTA. For all further analyses, we restricted analysis to NFRs for which greater than 90 percent of simulated reads mapped back to the correct region. We also sequenced a genomic DNA sample. We also filtered out NFRs where the absolute value of the log_2_(ratio of reads between the two species) for the genomic DNA was greater than 0.3.

### Identifying NFRs

We identified NFRs as follows: specifically, starting at the beginning of the coding region of the gene, we looked for the peak of chromatin accessibility within 300 bp upstream of the start codon. We then defined the edges of the NFR as the base-pair after which at least 3 bases had had a chromatin accessibility count of less than 10. We did this separately for each biological replicate and each species. For each gene separately, we then merged NFRs if they were within 200 bp.

### Filtering NFRs and genes

In order to convert between the two species coordinates, we created a multiple alignment between the two species using LASTZ and TBA [54], [55]. We inferred scoring parameters using the two species of interest. Using this multiple alignment, we then converted the NFRs called in CBS432 to *S. cerevisiae* coordinates, and found the union of all NFRs called across the samples. We used this union of NFRs for further tests. We also filtered the NFRs based on a reciprocal alignment filter, where we required that NFRs align to only one region in the other species, based on the multiple alignment. This allowed us to filter out regions with duplications or deletions between the two species.

### Identifying differentially accessible NFRs

Using samtools, we summed the count of reads mapping in each species across each NFR or gene in both biological replicates. Note that we did this in the native coordinates for each species, filtering out sites that were called as indels in the multiple alignment. We then used the R package DESeq [56] to assess differential FAIRE signal between species. This method takes into account biological replicates, and models the count distribution using a negative binomial distribution. We used the R package qvalue [42] to estimate q-values. We used a significance threshold of FDR = 0.05 unless otherwise noted.

### Statistical model to detect *trans* effects

If differences in chromatin accessibility between *S. cerevisiae* and *S. paradoxus* are due to *trans*-acting factors, the relative chromatin accessibility in the haploid parents will be different than the relative chromatin accessibility in the diploid hybrid (Fig. 2). We leveraged the FAIRE-Seq data to detect differences in the relative levels of chromatin accessibility between F_1_ hybrids and the parental species. Specifically, let *N_c_* and *N_p_* be the total number of reads across the genome mapping to polymorphic sites in the *S. cerevisiae* and *S. paradoxus* haploid parents, respectively. For a particular locus *j*, *Y_c_* and *Y_p_* denote the observed number of reads mapping to *S. cerevisiae* and *S. paradoxus*, respectively. Then assume: *Y_c_*|*r_c_*∼Binomial (*N_c_*, *r_c_*) and *Y_p_*|*r_p_*∼Binomial(*N_p_*, *r_p_*), where *r_c_* and *r_p_* denote the probabilities of observing a read mapping to *S. cerevisiae* or *S. paradoxus* for a particular locus, respectively. Since *N_c_* and *N_p_* are large, and *r_c_* and *r_p_* are small, we can approximate these binomials by Poissons to give: *Y_c_*|*r_c_*∼Poisson(*N_c_ r_c_*) and *Y_p_*|*r_p_*∼Poisson(*N_p_ r_p_*).

We define *θ_P_ = r_c_*/*r_p_* to be the ratio of these probabilities in the parents and *R* = *N_c_*/*N_p_* to be the ratio of the total numbers of reads in each parent. Then, *Y_c_*|*Y_c_*+*Y_p_*, *s_c_*∼Binomial(*Y_c_*+*Y_p_*, *s_c_*), where *s_c_* = *N_c_r_c_*/(*N_c_r_c_*+*N_p_r_p_*) = *Rθ_P_*/(*Rθ_P_*+1) is the probability of observing a read map to *S. cerevisiae*, without adjusting for differences in the total number of reads mapping to each species. We can thus write log(*S_c_*/1−*S_c_*) = log *R*+log *θ_P_*, such that *θ_P_* is the odds of observing a read map to *S. cerevisiae* compared to *S. paradoxus* for a particular locus in the haploid parents, adjusted for differences in the total number of reads mapping to each species.

For the diploid hybrid, let *Z_c_* and *Z_p_* denote the number of reads mapping to *S. cerevisiae* and *S. paradoxus* SNPs within locus *j*, respectively. Thus, *Z_c_*|*Z_c_*+*Z_p_*, *p_c_*∼Binomial(*Z_c_*+*Z_p_*, *p_c_*), where *p_c_* is the probability of observing a read map to the *S. cerevisiae* allele for a particular locus. The odds of observing a read map to *S. cerevisiae* in the hybrid for a particular gene is *θ_H = _p_c_*/(1−*p_c_*). In the following, let *Y_cj_*, *Y_pj_*, *Z_cj_*, and *Z_pj_* represent the data as defined above, but with *j* = [1], [2] indexing biological replicate.

Thus, the locus specific models are:

*Y_cj_*|*Y_cj_*+*Y_pj_*, *s_cj_*∼Binomial(*Y_cj_*+*Y_pj_*, *s_cj_*),

*Z_cj_*|*Z_cj_*+*Z_pj_*, *p_cj_*∼Binomial(*Z_cj_*+*Z_pj_*, *p_cj_*)

logit *s_cj_* = log *R_j_*+log *θ_P_*+*δ_j_*

logit *p_cj_* = log *θ_P_*+Δ+*ε_j_*

where *R_j_* = *N_cj_*/*N_pj_*, *δ_j_*∼N(0, σ^2^) and *ε_j_*∼N(0, σ^2^) represent random effects that allow for excess-binomial variation. Here, Δ is the parameter of interest and provides an estimate of the difference between log(*θ_P_*) and log(*θ_H_*), as described above. The above framework is an example of a generalized linear mixed model (GLMM) and we used a Bayesian approach to inference with relatively flat hyperpriors. One computationally intensive method for summarizing the posterior would be Markov chain Monte Carlo (MCMC) but the integrated nested Laplace approximation (INLA) as described in [57] provides an efficient alternative for GLMMs [58]. We used the R implementation of INLA to estimate Δ. We examined a 95% posterior interval estimate for Δ and recorded whether this interval contained 0 or not. If the interval does not contain 0 it indicates that chromatin accessibility differs.

### Statistical model to detect *cis* effects

To detect *cis* effects, we developed a model to test for differential accessibility between alleles within the diploid hybrid. Let *Z_cj_*, and *Z_pj_* represent the data as defined above. We can therefore write:

*Z_cj_*|*Z_cj_*+*Z_pj_*, *p_cj_*∼Binomial(*Z_cj_*+*Z_pj_*, *p_cj_*)

logit *p_cj_* = log *θ_H_*+*ε_j_*

with *ε_j_*∼N(0,σ^2^) representing random effects that allow for excess-binomial variation. In this model, *θ_H_* is the parameter of interest and provides an estimate of the odds of a read mapping to the *S. cerevisiae* allele compared to the *S. paradoxus* allele in the diploid hybrid for a particular gene. We again used the R program INLA to estimate the posterior for log(*θ_H_*) and in particular examine whether the 95% posterior interval estimate contains 0.

### Simulations

We carried out extensive simulations to evaluate the operating characteristics of our model. Specifically, for the *trans* model, we set the total number of reads mapping to polymorphic sites for species 1 (*N_c1_*) equal to 5×10^6^, and drew the total number of reads mapping to polymorphic sites for the other species and replicate from a normal distribution with mean *N_c1_* and standard deviation *N_c1_*. We then drew the value for *r_c_*, the probability of a read mapping to *S. cerevisiae* for a particular locus from an exponential distribution with rate 10,000. For *N_c1_* = 5×10^6^, this results in a mean of 500 reads mapping to a locus, with most having less than 500 reads, consistent with the observed data. We drew the value for *r_p_*, the probability of a read mapping to *S. paradoxus* for a particular locus, from a normal distribution with mean *r_c_* and standard deviation *r_c_* and took the absolute value to ensure *r_p_* was greater than zero. Using these values, we derived *Y_c_* and *Y_p_*, the number of reads mapping to *S. cerevisiae* and *S. paradoxus*, respectively, for a particular locus, for two biological replicates as specified by the model. For *Z_c_* and *Z_p_*, the number of reads mapping to the *S. cerevisiae* and *S. paradoxus* alleles in the hybrid summed across polymorphic sites in a particular locus, we either derived these using the same *r_c_* and *r_p_* values as above, to simulate a locus which showed no *trans* effect, or we set the value of log_2_(*θ_P_)−*log_2_(*θ_H_*) equal to 0.1, 0.5, or 0.8, to simulate a locus with a *trans* effect. Note, this spans the range of detected *trans* effects. For 100 replicates, we simulated a collection of 6000 loci, 5000 of which did not show a *trans* effect and 1000 or which did show a *trans* effect. For each of the 100 replicates, we then used the method described above to test whether the 95% posterior interval estimate for Δ for each locus contained zero.

To evaluate the *cis* test, we again started with the same values for the total number of reads. To simulate a locus with no *cis* effect, we set the value of log_2_(*Z_c_*/*Z_p_*) equal to zero, and to simulate a locus with a *cis* effect, we set the value of log_2_(*Z_c_*/*Z_p_*) equal to 0.1, 0.5, or 0.8. Again, for 100 simulations, we simulated a collection of 6000 loci, 5000 showing no *cis* effect and 1000 showing a *cis* effect. For each simulated set of loci, we then used the statistical method above to test whether the 95% posterior interval estimate for log(*θ_H_*) for each locus contained zero to test for a significant *cis* effect.

We found that the false discovery rate for both *cis* and *trans* based on a test based on a 95% interval was 0.05. Moreover, we found that the *trans* test has reduced power compared to the *cis* test, as expected because there were more parameters that could vary across biological replicates. However, with an effect size = 0.5 for both the *cis* and *trans* tests, there was significant power to detect the *cis* or *trans* effects (Table S1).

### Motif analysis

We called motifs separately in both species, using MEME, using their standard p value cutoff of *p*<10^−4^ [59]. This results in the same cutoffs used for both species. Motifs that were not called in both species were considered polymorphic. We filtered out motifs where the polymorphism was due to indels in order to mitigate alignment errors. The motif calls used for this analysis are available as supplementary data on our website (http://akeylab.gs.washington.edu/downloads.shtml). We compared the proportion of disrupted motifs (those that were called in only one species) in *cis* NFRs to non-*cis* NFRs using the Fisher exact test. We determined significance by permutations; we permuted the assignment of *cis* or not *cis* NFRs 1000 times and obtained p values from the permutations. We then used the positive False Discovery Rate approach to determine significance [42].

### Occupancy at *trans* NFRs

We obtained the RPKM in a 200 bp window surrounding motifs that were conserved across species in *trans* NFR regions for each of the two species. We filtered out motifs that did not have at least five instances of conserved motifs. We fit a cubic smoothing spline to the mean coverage using the R function spline. We then bootstrapped the data 1000 times by resampling from the motifs for each species. At five bp intervals across the region, we then tested whether the coverage was significantly different between the species, using the confidence intervals obtained from the bootstrapping. We then manually inspected the significant motifs (*p*<0.05) to identify those which appeared to affect the FAIRE signal at or the near the motif.

## Supporting Information

Figure S1 Enrichment of FAIRE signal in NFRs and intergenic regions. RPKM for *the S. cerevisiae* strain UWOP05_217_3 and the *S. paradoxus* strains CBS432 is shown in three types of regions, nucleosome-free regions (NFRs), intergenic regions, and genic regions.
(PDF) Click here for additional data file.

Table S1 Power and false discovery rate for *cis* and *trans* tests from simulations.
(DOCX) Click here for additional data file.

Table S2 Summary of different criteria used to investigate the relationship between chromatin and gene expression QTL
(DOCX) Click here for additional data file.

# Supplementary material for: Evolution and Genetic Architecture of Chromatin Accessibility and Function in Yeast
**Source:** PLoS Genet. 2014 Jul 3;10(7):e1004427. doi: 10.1371/journal.pgen.1004427
**Supplement:** Table S1 — Power and false discovery rate for cis and trans tests from simulations.

**Table S1. Power and false positive rate for *cis* and *trans* tests.**

| **Type of test** | **Effect size** | **Power (at posterior probability=0.95)** | **False positive rate (at posterior probability=0.95)** |
| --- | --- | --- | --- |
| *cis* | 0.1 | 0.32 | 0.05 |
| *cis* | 0.5 | 0.92 | 0.05 |
| *cis* | 0.8 | 0.97 | 0.05 |
| *trans* | 0.1 | 0.18 | 0.05 |
| *trans* | 0.5 | 0.81 | 0.05 |
| *trans* | 0.8 | 0.91 | 0.05 |

# Supplementary material for: Evolution and Genetic Architecture of Chromatin Accessibility and Function in Yeast
**Source:** PLoS Genet. 2014 Jul 3;10(7):e1004427. doi: 10.1371/journal.pgen.1004427
**Supplement:** Table S2 — Summary of different criteria used to investigate the relationship between chromatin and gene expression QTL

| **Criteria for calling *cis* effects** | ***cis* effect on NFR** | | **No *cis* effect on NFR** | | **OR** | ***p-value*** |
| --- | --- | --- | --- | --- | --- | --- |
|  | *cis* effect on RNA | No *cis* effect on RNA | *cis* effect on RNA | No *cis* effect on RNA |  |  |
| PP > 0.95 | 1790 | 358 | 971 | 165 | 0.85 | 0.12 |
|  |  |  |  |  |  |  |
| PP > 0.95 &  log_2_(magnitude of NFR effect) > 1 | 526 | 122 | 2235 | 401 | 0.77 | 0.03 |
|  |  |  |  |  |  |  |
| PP > 0.95 & log_2_(magnitude of NFR and RNA effect) >1 | 185 | 1312 | 208 | 1579 | 1.07 | 0.55 |
|  |  |  |  |  |  |  |
| PP > 0.998 | 1125 | 459 | 1244 | 459 | 0.90 | 0.17 |
|  |  |  |  |  |  |  |
| PP > 0.998 & log_2_(magnitude of NFR effect) > 1 | 387 | 166 | 1982 | 749 | 0.88 | 0.23 |
|  |  |  |  |  |  |  |
| PP > 0.998 & log_2_(magnitude of NFR and RNA effect) >1 | 136 | 1073 | 230 | 1875 | 1.02 | 0.91 |
|  |  |  |  |  |  |  |
| PP > 0.95 & log_2_(*trans* effect) <0.10 for RNA | 466 | 1682 | 219 | 917 | 1.16 | 0.11 |

**Table S2. Summary of different criteria used to investigate the relationship between chromatin and gene expression QTL.**

Notes: PP and OR denote posterior probability and odds ratio, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

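Chromatin accessibility was measured by FAIRE-Seq in the haploid strains UWOPS05_217_3 and DBVPG1373 of S. cerevisiae and CBS432 of S. paradoxus, and in the diploid hybrids of each S. cerevisiae strain with CBS432. RNA-Seq was done on the same strains and hybrids. Each strain or hybrid had 2 biological replicates per assay, 20 samples in all, and the deposited data were 32 tables. As deposited, they hold counts summed by the authors across each NFR or gene, except the RNA tables of the DBVPG1373 cross. The origin of the values in those RNA tables stays open. The authors grew 65 ml of each haploid replicate to mid-log phase and used 50 ml for FAIRE and 15 ml for RNA. The sample labels list CBS432 as S. cerevisiae, and it was grouped as S. paradoxus, as the paper states.

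The authors mapped reads with bwa and samtools, whose versions are not stated, to strain assemblies for S. cerevisiae and to a CBS432 reference, and mapped hybrid reads to both genomes together. They summed counts across each NFR or gene in the coordinates of each species and left out sites called as indels. Apart from the RNA tables of the DBVPG1373 cross, the tables hold whole-number counts with no normalization. Each table holds 1 library, and a hybrid library has 1 table per allele. CBS432 was counted once per S. cerevisiae strain, at sites named as divergent from that strain. A read covering several sites may have been counted more than once. NFRs had already passed the authors' filters on alignment, simulated reads and genomic DNA, which could not be repeated. The genome build of the printed coordinates is not stated. Gene names were taken from the tables and matched for 4597 of 4995 genes in the R64 gene table.

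Column totals of FAIRE counts were between 2561228 and 4198250 for haploid libraries and between 1339393 and 2036883 for alleles of hybrid libraries. Totals of RNA counts in the cross of UWOPS05_217_3 were between 51389633 and 106845771 for haploid libraries and between 36188856 and 54971715 for hybrid alleles. Treated as independent counts, replicates differed with a chi-square per degree of freedom of 20.2 to 84.6 for FAIRE and 49.1 to 157 for RNA, values that multiple counting of reads raises by an unknown factor. Intervals on shares of pairs cover counting error only, and other errors came from replicates.

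Analyses used R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Haploid strains were compared by edgeR's quasi-likelihood F-test with TMM normalization, using only the 4 libraries of a comparison. Cis effects were tested between the allele counts of a hybrid, with the library as a block and 1 library size for both alleles. Trans effects were tested as the interaction of species and hybrid, with parents scaled by total counts. P-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. All NFRs were tested for FAIRE, and for RNA all genes with a mean count of at least 10, which left out none. The proportion π0 was estimated with a smoothing spline over lambda from 0.05 to 0.95. Permutation tests used 100000 resamples and were two-sided. Per-library log2 ratios used a pseudocount of 0.5. The paper's mixed binomial model was refitted by numerical integration over 80 values of the random-effect standard deviation, with a gamma prior of shape 1 and rate 5e-05 on the precision.

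The tests were tried on simulated data with 200 features changed by a log2 of 1.5. They found 68.5% of parental, 57.5% of cis and 34% of trans changes in FAIRE counts, and 99%, 99% and 96.5% in RNA counts. Unchanged features made up 2.84%, 0% and 2.86% of these calls in FAIRE counts and 7.48%, 7.04% and 3.5% in RNA counts, so RNA calls for parental and cis effects exceeded the 5% set by the threshold. No trans effect was called where only cis effects had been simulated.

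Genes and NFRs named in the text were chosen by a rule. It takes MET10 and the factors the paper names by their motifs. It adds the 2 NFRs with the largest parental difference in each direction, and the NFR and the gene with the largest cis and the largest trans effect in each direction. These must pass the threshold, have a mean count of at least 100 and have the same direction in every replicate. Values of MET10 in the paper's figures had been seen. No NFR was eligible for a trans effect toward S. cerevisiae. Features named outside the rule are marked as chosen after their values were seen. GZF3 is not listed in the RNA tables.

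Alternatives covered the test, the normalization, filters on low counts, the replicate block, the threshold, the pseudocount, the average, the pairing of NFRs with genes, the use of crossed replicates, and leaving out each library. Groups of 2 samples were too small for tests of single outlying samples or for other divisions of the samples. The tests of gene ontology terms and motifs, the overlap of NFR locations and the enrichment of reads between genes were not repeated, because the data at hand hold no ontology annotation, no sequences and no NFR calls per species. RNA tables of the DBVPG1373 cross were left out.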

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

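The tests of the haploid ratios, of the size of the change between site sets and of the haploid DBVPG1373 counts at the 15 NFRs below were chosen only after the result was seen.

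The paper's text reports cis effects on FAIRE for 1 hybrid, that of UWOPS05_217_3 and CBS432. The data also hold 2 libraries of the DBVPG1373-CBS432 hybrid, in which edgeR called a cis effect at 1043 of 3498 NFRs, with 1478 at an unadjusted p under 0.05, and DESeq2 called 928. This result is listed because it is a signal in data the paper's text does not analyze. The cis effects of the hybrids had a Pearson correlation of 0.669 across NFRs (permutation test, p = 1e-05, the smallest the permutations can give). Of the NFRs called in each hybrid, 580 were called in both, where independent lists would share 258.2, and 575 of the 580 had the same direction. A bias of mapping hybrid reads to both genomes together, which the separately mapped haploid libraries would not share, is argued against by a correlation of 0.814 between the cis effects of the DBVPG1373-CBS432 hybrid and the log2 ratios of its haploid parents. A bias that the haploid libraries share, such as sequence that is hard to map in one species, was not tested and stays open. Differences in cis between the species are the biological explanation the design offers, and they also stay open.

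The cis effect differed between the hybrids at 15 NFRs at an adjusted p under 0.05 for the interaction of allele and hybrid in edgeR, with 282 at an unadjusted p under 0.05. DESeq2 called 21, which included all 15. This result is listed because the same contrast gave different effects in the hybrids. The log2 ratio of the S. cerevisiae to the S. paradoxus allele was higher in the UWOPS05_217_3 hybrid at 12 of the 15 and higher in the DBVPG1373 hybrid at 3. A fault of the hybrid libraries alone is argued against by the haploid strains. Their ratios to CBS432 differed in the same direction at 15 of 15 NFRs (exact binomial test, p = 6.1e-05). At 4 of these, DBVPG1373 had no count in any haploid or hybrid library. Missing or unmapped sequence would fix the direction there, so the p-value rests partly on them. The other 11 NFRs all differed in the same direction. The hybrids were counted at different sites, and the median change of the CBS432 haploid count between the site sets was 0.047 on the log2 scale at the differing NFRs and 0.026 elsewhere (permutation test, p = 0.188), which decides nothing with 15 NFRs. At each of the 15, that change was at most a share of 0.0855 of the log2 difference between the hybrids, which argues against the sites as the source of differences of this size. A change at sites that CBS432 reads do not cover stays open.

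At 4 of the 15 NFRs the DBVPG1373 allele had a count of 0 in both hybrid libraries. They lie at MAL13 on chromosome VII from 1070179, on chromosome IX from 325510, at YJL218W on chromosome X from 21836 and on chromosome VI from 15426, and were chosen after their values were seen. Fitted fold changes there depend on a prior count and are not given. The highest count of these NFRs in a haploid DBVPG1373 library was 0, while the haploid UWOPS05_217_3 libraries had at least 111 counts and the CBS432 libraries at least 62. Sequence missing from DBVPG1373, or not mapped in its assembly, may explain these 4 NFRs, and the tables cannot separate an absent region from an unmapped one. At the other 11 NFRs the median count in the haploid DBVPG1373 libraries was 843, and 10 of them had more than 10 counts in both libraries, which argues against missing sequence for that group. The remaining NFR, at AQY3 on chromosome VI from 22886, had 12 and 6 counts of the DBVPG1373 allele in the hybrid, and its effect in the UWOPS05_217_3 hybrid rests on 0 and 2 counts of the CBS432 allele. Differences in cis between the S. cerevisiae strains stay open for the 11 NFRs and were not tested further.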

How the results depend on the processing

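The prior that is flat on the standard deviation and the use of the mixed binomial model for effect sizes were added after the data had been seen. So were averages of cis and trans folds on the log2 scale. The other alternatives, including the log2 average of the parental fold, were set before the data were examined. Of 227 alternatives for 22 results on counts, sizes and correlations, 137 left the direction and the side of the threshold, or the size, as reported. Of 237 alternatives for 32 values of named genes and NFRs, 212 did. Where a library was left out, the lone library of its group was assumed to vary like the others. For cis effects, leaving out a hybrid library leaves no residual degrees of freedom, so only effect sizes were recomputed. The correlation of cis and trans effects among NFRs called for both was not run, since 1 NFR is left, and the odds ratio for trans effects gave no value in edgeR with all libraries. The cause of the changes below was not tested unless a value is given for it.

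Counts of NFRs differing between strains depended on the test and on the threshold. For UWOPS05_217_3, the replicate block gave 1010 NFRs, an adjusted p under 0.01 gave 344, and leaving out libraries gave 399 to 528, with 399 and 448 without CBS432 replicates 2 and 1 and 455 without UWOPS05_217_3 replicate 2. For DBVPG1373, DESeq2 gave 474, the replicate block 736 and an adjusted p under 0.01 gave 68. Without a library, the count was 80 to 639, with 80 and 119 without CBS432 replicates 1 and 2 and 639 and 479 without DBVPG1373 replicates 1 and 2. NFRs in both lists numbered 383 in DESeq2, 569 with the replicate block (at most 439 in simulations with no difference, replicates correlated as observed and lists of the same sizes), 59 at an adjusted p under 0.01 and 75 to 368 without a library, with 75 and 100 without CBS432 replicates 1 and 2. RLE normalization, total counts and a mean count of at least 100 changed none of these counts by more than 1.5 times. With total counts the share of the DBVPG1373 list that was higher in DBVPG1373 was 44.3%, against 51.7% with TMM. Neither the labels nor the paper say that a replicate number marks a shared batch or day, and 2 numbers per strain are too few to establish it. The deviations of replicates had a correlation of 0.179 between UWOPS05_217_3 and CBS432, 0.275 between DBVPG1373 and CBS432 and 0.515 between the S. cerevisiae strains, none of them negative.

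π0 was 0.538 in DESeq2, 0.519 with a mean count of at least 100, 0.533 with a fixed lambda of 0.5 and 0.627 to 0.715 without a library. The mean fold difference of differing NFRs was 3.43 to 6.52 without a library, the highest without CBS432 replicate 1. R² between UWOPS05_217_3 and CBS432 was 0.793 with a pseudocount of 0.5, 0.642 with a mean count of at least 100, 0.654 per bp, 0.705 as squared Spearman rho and 0.756 to 0.773 without a library. Between UWOPS05_217_3 and DBVPG1373 it was 0.858 with a mean count of at least 100, 0.826 per bp and 0.851 to 0.888 without a library. Between DBVPG1373 and CBS432 it was 0.609, 0.597 and 0.724 to 0.738 under the same settings, and 0.707 as squared Spearman rho.

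The number of cis effects on FAIRE was 456 without the replicate block, 2208 under the mixed binomial model, 2729 under the binomial model with no random effect and 1 under the flat prior. With TMM scaling of the alleles, 433 cis effects on FAIRE were toward S. cerevisiae and 405 toward S. paradoxus, against 527 and 339 without it. Trans effects on FAIRE numbered 149 at an unadjusted p under 0.05, 893 under the mixed binomial model, 4 under the flat prior and 5 to 12 without a library. They were 12 without CBS432 replicate 1, UWOPS05_217_3 replicate 1 or hybrid replicate 1, 8 without CBS432 replicate 2, 7 without UWOPS05_217_3 replicate 2 and 5 without hybrid replicate 2. NFRs with both effects numbered 0 in DESeq2, with TMM, without the replicate block and under the flat prior, against 1 in edgeR, and 80 at an unadjusted p under 0.05, 681 under the mixed binomial model and 2 to 6 without a library, with 6 without hybrid replicate 1, 3 without hybrid replicate 2 or replicate 1 of a parent and 2 without replicate 2 of a parent. Cis effects in the DBVPG1373-CBS432 hybrid numbered 2403 under the mixed binomial model, 2855 with no random effect and 5 under the flat prior. In FAIRE counts simulated with no effect, the flat prior called 0 cis and 6 trans effects. It rarely calls any effect, so its low counts do not show that effects are absent. Cis effects on RNA numbered 3 under the flat prior, and trans effects on RNA 735 without the replicate block, 1972 at an unadjusted p under 0.05, 2779 under the mixed binomial model, 132 under the flat prior and 561 to 1777 without a library, with 618 and 561 without hybrid replicates 1 and 2.

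The difference of mean absolute log2 effects, cis minus trans, was negative for called NFRs, of which only 2 had a trans effect, and was reversed over all NFRs (0.24), under the mixed binomial model (0.15) and for the standard deviation from the covariance of replicates (0.74). It was -4.29 to -1.18 without a library, the lowest without hybrid replicate 2. Because only large trans effects pass the test, the sign among called NFRs does not show which effects are larger. The correlation of cis and trans effects on FAIRE was reversed, to 0.0434, with hybrid replicates crossed (permutation test, p = 0.00096), and was -0.604 to -0.204 without a library, the lowest without hybrid replicate 1 and the highest without replicate 1 of UWOPS05_217_3 or CBS432. The difference of FAIRE and RNA trans effects was reversed, to -0.43, for the standard deviation from the covariance of replicates. The odds ratio of cis effects was 0.819 under the mixed binomial model (Fisher's exact test, p = 0.0267) and 0.834 with each NFR once (p = 0.0491), past the threshold, and 1.02 with effects above 1 (p = 0.874). For trans effects it was 0.80 to 2.81 without a FAIRE library, the lowest without hybrid replicate 1 and the highest without hybrid replicate 2, with no p under 0.05. The rho of magnitudes was 0.0336 with signed ratios (permutation test, p = 0.0435) and -0.0024 to 0.0215 without a library, the lowest without CBS432 FAIRE replicate 2. The 0.25 limit was met by 641 to 771 pairs under every alternative run, and the direction of the difference in cis effects between FAIRE and RNA held under all of its alternatives.

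Among named genes, values near 0 changed sign. The trans effect at the MET10 NFR was 0.045 with TMM and -0.89 to 0.62 without a library. For RNA, GCN4 trans was -0.073 to 0.057, SPT2 trans -0.077 to 0.015 and CBF1 parental -0.10 to 0.18 without a library. The sign changed without CBS432 replicate 2, UWOPS05_217_3 replicate 2 or hybrid replicate 1 for GCN4 trans, without hybrid replicate 2 for SPT2 trans and without UWOPS05_217_3 replicate 1 for CBF1 parental. RGT1 parental was 0.014 with total counts and -0.11 to 0.10 without a library, positive without CBS432 replicate 2 or UWOPS05_217_3 replicate 1, and RGT1 cis and trans were 0.0049 and -0.042 with TMM. The other named values kept their direction, with 8 alternatives losing and 3 gaining an adjusted p under 0.05. Depth limits single NFRs, although the median count per NFR was 220 or more in each library, since a read may be counted more than once and named NFRs had counts as low as 4 and 0 (PSY3, S. cerevisiae allele in the hybrid) or 10 and 15 (PAH1, CBS432). In simulated counts edgeR found 34% of trans changes of 1.5 on the log2 scale in FAIRE and 96.5% in RNA.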

Differences from the paper's values

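The use of the mixed binomial model for effect sizes, averages of cis and trans folds on the log2 scale and the prior that is flat on the standard deviation were chosen only after the result was seen. Below, alternatives set before the data were examined are listed by whether they came within 1.5 times the paper's value.

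The paper's number of genes downstream of differing NFRs is 1149, against 740 in edgeR. The 740 are among genes with RNA counts, each paired with its nearest NFR. The paper states no such limit for its number, so part of the gap may come from the pairing. DESeq2 (785) and the replicate block (1049) came within 1.5 times, while RLE normalization, total counts, a mean count of at least 100, an adjusted p under 0.01 and leaving out each library did not. The paper's number of NFRs differing in both strain comparisons is 515, against 251. DESeq2 (383), the replicate block (569) and leaving out DBVPG1373 replicate 1 (368) or replicate 2 (344) came within 1.5 times. RLE normalization, total counts, a mean count of at least 100, an adjusted p under 0.01 and leaving out each other library did not.

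The paper's number of NFRs with a cis effect is 2256, against 866. The mixed binomial model (2208) and the binomial model with no random effect (2729) came within 1.5 times, and DESeq2, TMM, a mean count of at least 100, no replicate block and an unadjusted p under 0.05 did not. The paper's number of NFRs with a trans effect is 1020, against 2 in edgeR, 3 in DESeq2 and 149 at an unadjusted p under 0.05. Only the mixed binomial model (893) came within 1.5 times, and TMM, a mean count of at least 100, no replicate block and leaving out each library did not. The paper's number of NFRs with both effects is 782, against 1. Here too the mixed binomial model (681) came within 1.5 times, and DESeq2, TMM, a mean count of at least 100, no replicate block, an unadjusted p under 0.05 and leaving out each library did not. The flat prior, added later, reached none of these values.

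The paper's mean cis fold is 1.8, against 2.82, and its mean trans fold is 1.6, against 6.02 over 2 NFRs. Averages over all NFRs (1.74 for cis and 1.38 for trans) came within 1.5 times, and TMM and leaving out each library did not. The mixed binomial model on effect sizes, chosen after the values were seen, gave 1.95 for cis and 1.68 for trans, and 1.78 and 1.60 when averaged on the log2 scale, also chosen after the values were seen and within rounding of the paper's values. The log2 average in edgeR gave 2.496, within 1.5 times the paper's cis value, and 5.98, not within 1.5 times its trans value. For the mixed binomial model, the paper's list of called NFRs was not available to count how many of them it drops. The paper's number of genes with a trans effect on RNA is 3117, against 1295. Of the alternatives, the mixed binomial model (2779) came within 1.5 times, and DESeq2, TMM, no filter, no replicate block, an unadjusted p under 0.05 and leaving out each library did not, nor did the flat prior, added later.

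The paper states that cis effects on chromatin were larger on average than trans effects. Over all NFRs the difference of mean absolute log2 effects, cis minus trans, was 0.24, in the direction the paper states. Among NFRs called by edgeR it was -1.26, but with 2 trans effects and a test that only large trans effects pass, this does not go against the paper's statement. The paper shows MET10 as an example of the pairs with log2 ratios within 0.25. Its ratios were 2.68 at the NFR and 1.99 for RNA, 0.69 apart, and at least 0.42 apart with any library left out, although both were higher in S. cerevisiae.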

Other observations

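The tests of the trans calls of the mixed binomial model and of the RNA values of the DBVPG1373 cross were chosen only after the result was seen.

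The negative correlation of cis and trans effects on FAIRE may come from noise of the hybrid libraries, since the hybrid ratio enters both effects with opposite signs. If so, the correlation should lie between -0.05 and 0.05 when the cis effect comes from one hybrid library and the trans effect from the other. The mean was 0.0434 in this test, against -0.50 within replicates. It was not 0 (permutation test, p = 0.00096), and 1 of the 2 directions (0.0595) and the mean among NFRs with a mean count of at least 100 (0.0570) lay above the limit. With the parental ratio taken from the libraries of the same number as the hybrid library of the trans effect, in place of its mean, the directions gave 0.047 and -0.0034, with a mean of 0.022. None of these was below -0.05, and the source of the small positive values was not tested. Trans effects had a correlation of -0.014 between replicates, and their standard deviation from the covariance of replicates was 0, so that over all NFRs no variance of trans effects shared by the replicates was detectable at this depth and number of replicates, which leaves room for single NFRs such as the 2 called. In the DBVPG1373 cross, which the paper's text does not report, r was -0.437 within replicates and -0.0089 with the libraries crossed. There edgeR called a trans effect at 0 NFRs, with 164 at an unadjusted p under 0.05, and DESeq2 called 3. For RNA, r was -0.298 within replicates and -0.133 with the libraries crossed, and trans effects had a correlation of 0.646 between replicates, so noise of the hybrid libraries does not account for all of the correlation in RNA. Compensation between cis and trans effects was not tested in another way, and stays open for effects on FAIRE too small to be seen with 2 replicates.

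Under the mixed binomial model, 893 NFRs had a trans effect. A candidate explanation is that replicates varied more than the prior on the size of the random effects allows. In counts simulated with no trans effect and with the observed spread between replicates, the model called 911 NFRs (26.0%), and in counts simulated with no cis effect it called 1375 (39.3%). The simulation used this refit and its default prior, so it does not test the paper's own fit, whose prior is not stated in numbers. The paper's Table S1 gives a false positive rate of 0.05 for its tests, as the paper's value, from simulations of its own.

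Effects on FAIRE were larger than effects on RNA by their medians, and the FAIRE replicates varied more. For cis effects, the standard deviation from the covariance of replicates was still larger for FAIRE, by 0.0852, which argues against noise as the whole source. For trans effects, the same difference was -0.432 (95% bootstrap interval -0.465 to -0.272), so the larger median trans effect on FAIRE may come from noise between replicates.

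The number of pairs with log2 ratios within 0.25, which was 766, may be what unrelated ratios give by chance, since random pairings gave a mean of 751.0. Calls of cis effects could miss a relation in direction between an NFR and its gene, but signed cis effects had a correlation of -0.000728 over 3641 pairs (permutation test, p = 0.965). Signed trans effects had a correlation of 0.0565 (permutation test, p = 0.00079), a value whose source was not tested.

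An extra or missing chromosome in one parent would shift the ratios of a whole chromosome. The largest absolute median log2 ratio of a chromosome in a pair of replicates was 0.22, on chromosome III in FAIRE replicate 2, below the limit of 0.4 set for this test.

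In the RNA tables of the DBVPG1373 cross, 1890 of 5066 genes had the same value in all 8 tables. These were all genes of chromosomes II, V, VIII, X and XIV, 378 of 417 on chromosome XIII and 1 on chromosome XII. The values may be numbers of sites in place of counts, since they had a correlation of 0.942 with gene length and a median of 10.1 per 100 bp. The values of the other 3176 genes had a correlation of -0.093 with the RNA counts per bp in UWOPS05_217_3. PGK1, ACT1, FBA1 and TPI1 were at percentiles 14.6, 6.39, 2.99 and 5.32 in DBVPG1373, against 99, 98, 99 and 99 in UWOPS05_217_3. Genes looked up on another chromosome would have matched the RNA levels of that chromosome, but the highest such correlation was 0.343. The origin of these values stays open, no biological explanation was tested, and the tables were not used.

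The paper names factors by their motifs, and their own RNA values are given without explanation. The parental log2 ratio of UWOPS05_217_3 to CBS432 was -0.21 for GCN4, 0.16 for SPT2, -0.22 for TEA1, -0.0022 for RGT1 and 0.05 for CBF1, none with an adjusted p under 0.05 in edgeR. The RNA cis effect was -0.18 for GCN4, 0.21 for SPT2, 0.22 for TEA1, -0.02 for RGT1 and 0.45 for CBF1, all but that of RGT1 with an adjusted p under 0.05 in edgeR. For the cis effect of TEA1 the adjusted p was 0.0941 in DESeq2 and 0.126 without the replicate block. The RNA trans effect was -0.01 for GCN4, -0.03 for SPT2, -0.43 for TEA1, 0.03 for RGT1 and -0.40 for CBF1, with an adjusted p of 0.0359 for TEA1 and 0.0655 for CBF1 in edgeR. For TEA1 the adjusted p of the trans effect was 0.0784 without CBS432 replicate 1, 0.0714 without UWOPS05_217_3 replicate 1, 0.226 without hybrid replicate 1, 0.0518 without hybrid replicate 2 and 0.0612 without the replicate block. For CBF1 it was 0.0039 without CBS432 replicate 1, 0.0038 without UWOPS05_217_3 replicate 1 and 0.0266 with TMM.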
